# Transcriptional Aneuploidy Responses of *Brassica rapa*-*oleracea* Monosomic Alien Addition Lines (MAALs) Derived From Natural Allopolyploid *B. napus*

**DOI:** 10.3389/fgene.2019.00067

**Published:** 2019-02-13

**Authors:** Zhu Bin, Pan Qi, Huo Dongao, Zeng Pan, Cai Bowei, Ge Xianhong, Li Zaiyun

**Keywords:** allopolyploid, *Brassica napus*, *Brassica rapa*, monosomic alien addition lines, aneuploidy, transcriptome

## Abstract

Establishing the whole set of aneuploids, for one naturally evolved allopolyploid species, provides a unique opportunity to elucidate the transcriptomic response of the constituent subgenomes to serial aneuploidy. Previously, the whole set of monosomic alien addition lines (MAALs, C1-C9) with each of the nine C subgenome chromosomes, added to the extracted A subgenome, was developed in the context of the allotetraploid *Brassica napus* donor “Oro,” after the restitution of the ancestral *B. rapa* (RBR Oro) was realized. Herein, transcriptomic analysis using high-throughput technology was conducted to detect gene expression alterations in these MAALs and RBR. Compared to diploid RBR, the genes of all of the MAALs showed various degrees of dysregulated expressions that resulted from *cis* effects and more prevailing *trans* effects. In addition, the *trans*-effect on gene expression in MAALs increased with higher levels of homology between the recipient A subgenome and additional C subgenome chromosomes, instead of gene numbers of extra chromosomes. A total of 10 *trans*-effect dysregulated genes, among all pairwise comparisons, were mainly involved in the function of transporter activity. Furthermore, highly expressed genes were more prone to downregulation and vice-versa, suggesting a common trend for transcriptional pattern responses to aneuploidy. These results provided a comprehensive insight of the impact of gene expression of individual chromosomes, in one subgenome, on another intact subgenome for one allopolyploid with a long evolutionary history.

## Introduction

As a deviation from the normal genome, by either gaining or losing entire chromosomes or chromosomal segments, aneuploidy disrupts the genome balance, which generally results in profoundly and severely impaired phenotypes (Antonarakis et al., 2004; Birchler and Veitia, 2007; Huettel et al., 2008; Henry et al., 2010; Siegel and Amon, 2012; Zhu et al., 2015). Some syndromes and diseases, which lead to severe developmental defects and even death in humans, have been associated with variants of entire chromosomes or chromosomal segments (Antonarakis et al., 2004; Morrow, 2010), such as trisomy 21 (Down syndrome) (Letourneau et al., 2014). Moreover, typical chromosomal structural changes, which occur extensively in the majority of solid tumor cells, are believed to induce tumor development (Matzke et al., 2003; Sheltzer and Amon, 2011; Gordon et al., 2012). Since aneuploid studies that involve a single or few chromosomes are limited, genome-wide transcriptional response patterns to aneuploidy remains unclear. Next-generation sequencing, which has been extensively applied to transcriptional analysis, provides a robust means to elucidate gene expression in aneuploid organisms.

Researchers initially believed that phenotypic consequences of aneuploidy are mainly influenced by gene dosage effects of altered chromosomes, which is supported by the correlation between chromosome copy numbers and relative gene expression levels in Down syndrome (Mao et al., 2003), aneuploid yeast (Torres et al., 2008), as well as various types of cancer cells (Gao et al., 2007; Xu et al., 2010; Lu et al., 2011). However, studies on aneuploids in *Drosophila* and plants showed that changes in the gene expression levels were observed along altered copy numbers (*cis*-effects) as well as in unaltered disomic chromosomes (*trans*-effects) (Guo and Birchler, 1994; Birchler and Veitia, 2007; Huettel et al., 2008; Malone et al., 2012; Zhu et al., 2015, 2018; Zhang et al., 2017; Rey et al., 2018). In addition, the phenotypic consequences of aneuploidy are believed to result from either the contribution of altered dosages or the impact of a genome imbalance involving the rest of the genome (Guo and Birchler, 1994; Birchler and Veitia, 2007). Aneuploids exhibit a more severe degree of perturbation in gene expression than changes in ploidy (Birchler and Newton, 1981; Guo et al., 1996), indicating a disruption in the dosage-sensitive gene products (Birchler et al., 2001; Henry et al., 2006).

Plants have better tolerance to chromosomal changes than animals do (Siegel and Amon, 2012). The frequency of aneuploidy increases in polyploids, and the whole set of aneuploids with the loss of each chromosome was established in allohexaploid wheat (Sears, 1954), which may be attributed to a significantly higher capacity to buffer dosage imbalance. Moreover, the aneuploidy with whole-chromosome and structural alterations extensively occurs in nascent allopolyploids (Mestiri et al., 2010; Xiong et al., 2011; Chester et al., 2012; Zhang et al., 2013), implying that aneuploidy is a continuously occurring process until a stable polyploid status is attained. Recent studies have suggested that aneuploidy serves as a rapid mechanism for the adaptation to rare cases of strong selective pressure (Pavelka et al., 2010; Siegel and Amon, 2012).

The whole set of aneuploids in one species is of great value to elucidate the genome structure, relationships and functional interplay from a classical genetic analysis to genome sequencing (Sears, 1954; Mayer et al., 2014; Zhang et al., 2017). However, the establishment of a complete stock of aneuploids is relatively time consuming and has only been achieved for a few species, such as bread wheat (Sears, 1954) and tobacco (Clausen and Cameron, 1944). The allotetraploid *Brassica napus* L. (2n = 4x = 38, AACC), which originated only 7500 years ago from natural hybridization between the ancestors of two extant diploids, *B. rapa* L. (2n = 2x = 20, AA) and *B. oleracea* L. (2n = 2x = 18, CC) (Nagaharu, 1935; Chalhoub et al., 2014), has been used as a model system to investigate the genomic alterations and interactions during allopolyploidization (Albertin et al., 2006; Szadkowski et al., 2010; Zhang et al., 2015). In particular, the ancestral *B. rapa* (RBR Oro) was restituted from natural *B. napus* genotype “Oro” by successively inducing the preferential elimination of the C subgenome chromosomes in intertribal crosses with another crucifer (Tu et al., 2010). Then, by crossing and backcrossing RBR Oro with *B. napus* donor “Oro,” the C subgenome was dissected *in situ* by adding each of its nine chromosomes to RBR Oro and establishing the whole set of *B. rapa*-*oleracea* monosonic alien addition lines (MAALs) (Zhu et al., 2016). These MAALs, with the genetic context of the same natural *B. napus*, provide a unique avenue to decipher the gene expression interaction of two constituent subgenomes under aneuploidy situations.

In view of this, we performed a RNA-Seq to detect the changes in the global gene expression in these nine MAALs, compared to RBR Oro, to reveal transcriptional aneuploidy response patterns associated with the disomic A subgenome chromosomes. The results of this study provide new insights into the impact of individual chromosomes, from one subgenome on another complete subgenome, for one natural allopolyploid.

## Materials and Methods

### Plant Materials

The ancestral *B. rapa* (RBR Oro) was restituted from a natural *B. napus* cultivar “Oro,” by inducing the preferential elimination of the C subgenome chromosomes in intertribal crosses between *B. napus* and another crucifer *Isatis indigotica* (Tu et al., 2010). Then, a complete set of nine *B. rapa-oleracea* MAALs (2n = 21, AA+1C_1-9_) was established to dissect the C subgenome in the A subgenome background through crossing and successive backcrossing between Oro and RBR Oro (Zhu et al., 2016), which was designed, for convenience, as C1-C9. Due to severe self-incompatibility and variable transmission rates of extra chromosomes in MAALs, MAALs plants were pollinated by RBR Oro to generate sufficient progeny seeds. Seedlings were grown in the greenhouse at the Huazhong Agriculture University (Wuhan, China). Fifty progeny plants were established for C1, C2, C3, C5–C8, respectively, and 100 plants for MAALs C4 and C9, due to the much lower transmission rate of these two C subgenome chromosomes via female gametes (Zhu et al., 2016). At least six additional progeny plants for each of the nine MAALs were identified for further analysis.

To screen the additional plants with extra chromosomes of the C subgenome, these progeny plants were first investigated by PCR amplification of the chromosome-specific gene markers that were distributed on both arms of the target chromosomes, and 6 to 21 target plants were identified. Then, a chromosome counting and fluorescence *in situ* hybridization (FISH) analysis with the C subgenome-specific probe (Zhu et al., 2016) was conducted to determine the karyotype integrity of the target plants (Supplementary Figure S1). The ovaries of young flower buds were collected and treated with 2 mM 8-hydroxyquinoline for 3 h at ∼20°C, and then fixed in Carnoy’s solution (3:1 ethanol: glacial acetic acid, v/v) and stored at -20°C for cytological analysis. A cytological observation and FISH analysis was conducted according to Li et al. (1995) and Cui et al. (2012), respectively.

### RNA Extraction and Preparation of cDNA Libraries

Since there were minimal phenotypic differences between RBR and MAAL plants at the three-leaf stage, the third newly expanded leaves, without petioles, from target plants were collected and immediately stored in liquid nitrogen for RNA extraction. Three biological replicates, per MAAL and RBR Oro, were prepared to assess gene expression. Briefly, young leaves from two target plants per MAAL were pooled equally and ground in liquid nitrogen. Total RNA was extracted using a commercial RNA kit (Tiangen, China) according to the manufacturer’s protocol. The quality and quantity of the isolated RNA was assessed using a Qubit (Invitrogen, Life Technologies), and the RNA integrity number (RIN) was then assessed with an Agilent Technologies 2100 Bioanalyzer (Agilent). Samples with RIN < 8 were excluded from further analysis. For the cDNA library construction, 1.5 μg of total RNA per biological replicate was prepared according to the TruSeq RNA Sample Prep v2 protocol (Illumina). Subsequently, 30 libraries were sequenced on an Illumina HiSeq^TM^ 3000 platform (Illumina), to generate 150-bp paired-end reads. The raw sequence data were subjected to data quality control checks based on per base sequence quality scores, per sequence quality scores, per sequence GC content, sequence length distribution, and overrepresented sequences, which are implemented in the FastQC^1^.

### Differentially Expressed Genes (DEGs) Analysis

Trimmomatic version 0.33^2^ (Bolger et al., 2014) was used to remove adapters and low-quality reads, to generate clean reads with the following parameters: LEADING: 3, TRAILING: 3, SLIDINGWINDOW: 4:15, MINLEN: 36, LEADING: 3, TRAILING: 3, SLIDINGWINDOW: 4:15, MINLEN: 36, and TOPHRED: 33. Clean reads were then aligned to the *B. napus* reference genome with 101,040 predicted genes^3^ (Chalhoub et al., 2014) using HISAT version 0.1.6^4^ (Kim et al., 2015). Considering the homologous regions between the A sub-genome and by adding chromosomes of the C subgenome, we performed a strict mismatch tolerance (one-base mismatch) to determine the affiliation of these clean reads according to the following criterion: specifying -L, 0, -0.15, and only using the uniquely mapped reads, in gene expression profiling. The fragments per kilobase per million mapped reads (FPKM) value was calculated using Cufflinks version 2.2.1^5^ with default parameters (-p -G –multi-read-correct) to assess gene expression (Trapnell et al., 2012). To identify differences in gene expression between MAALs and euploid RBR Oro, the package of Deseq2 in the R-project version 3.4.3^6^, with a fold change of at least 2 in the gene expression and false discovery rate of *q* < 0.05 (Trapnell et al., 2013), was employed to identify DEGs. 

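Expression of the 101040 genes of the reference was compared between the 3 libraries of each line by Pearson's r of the FPKM as the authors deposited it. In MAAL C8, replicate 3 had r = 0.498 with replicate 1 and r = 0.357 with replicate 2, while replicates 1 and 2 had r = 0.946 with each other. In MAAL C3, replicate 1 had r = 0.642 with replicate 2 and r = 0.804 with replicate 3, and the other two had r = 0.892. The lowest r within the other 8 groups was 0.704, between replicates 1 and 3 of C5. On the scale of log2(FPKM + 0.5), which weights abundant genes less, C8 replicate 3 had r = 0.83 and 0.816 with its other libraries, and C3 replicate 1 had r = 0.85 and 0.88. The lowest r within the other 8 groups on this scale was 0.844, between replicates 1 and 3 of C4. By this measure C3 replicate 1 did not stand apart. Means over 28 libraries, without C3 replicate 1 and C8 replicate 3, gave each of the 45 correlations between lines in Supplementary Table S3 to within 0.0001, and the same means over all 30 libraries differed from the table by up to 0.162. These are correlations across genes, which are not independent replicates.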

Because one replicate for C3 and C8 showed a low pairwise correlation coefficient (0.44 and 0.67 in C3, 0.47 and 0.65 in C8) with the remaining two replicates, respectively, only two replicates for C3 and C8 were performed to calculate the DEGs. For GO enrichment, because of the lack of gene annotation information in *B. napus*, we used Blast2GO^7^ to retrieve the *B. napus* GO annotation file, by searching the protein database of the GenBank (Conesa et al., 2005). The gene ontology (GO) enrichment analysis was then performed by hypergeometric distribution in R, with an adjusted *p*-value under 0.05 as a cutoff, to determine significantly enriched GO terms (Conesa et al., 2005^8^). Another tool for GO analysis, AgBase GoAnna version 2.00^9^ (McCarthy et al., 2006) was used to annotate the co-regulated *trans*-effected DEGs (adjusted *p* < 0.05).

### Data Statistics and Visualization

To check the statistical significance of the dysregulated expression between each MAAL vs. RBR Oro, a Chi-square test was used with a 0.05 *q*-value as the cutoff. To determine whether the *trans*-acting effects on gene expression were associated with the gene number of extra chromosomes, Pearson correlation coefficient (PCC) with an FDR-adjusted *p*-value < 0.05 as the cutoff was used. To check whether the different expression levels of the genes were similarly impacted by these extra chromosomes of the C subgenome, a Wilcoxon signed-rank test was used with 0.05 *q*-value as the cutoff. Statistical analyses were conducted using the R-project. All of the RNA-Seq data, including raw data and process documentation used in this study is available at the Gene Expression Omnibus (GEO), accession number GSE111510.

Fluorescence *in situ* hybridization images were captured using a computer-assisted fluorescence microscope with a CCD camera (Axio Scope A1, Zeiss, Oberkochen, Germany). Images of the gene expression analysis were generated by plotting functions of the R-project and then composed by Adobe Illustrator version CC.

## Results

### DEGs Between MAALs and RBR

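Leaf RNA was sequenced from RBR Oro, a diploid that carries the A subgenome of *B. napus*, and from 9 MAALs, each with 1 C chromosome added to that genome. Each of the 10 lines had 3 libraries, 30 in all. The sample labels describe 2 biological replicates with 3 pooled plants each and extraction with TRIzol, where the paper describes 3 replicates with 2 pooled plants and an RNA kit. The 3 libraries of a line were taken as its replicates. For every gene of the *B. napus* reference, the authors deposited an FPKM from Cufflinks with the bounds of its interval, after alignment with HISAT 0.1.6. This unit is already divided by gene length and by the mapped total of the library. Counts were not used here, and the number of fragments behind each FPKM was worked out from the width of its interval, taken as 2 standard deviations of a count on either side. Among implied fragment numbers below 50, 72.8% were whole to within 0.02. The sum over genes was 2.63 to 5.95 Mfragments (mega, as in Mb) per library, with a median of 3.77 over the 30 libraries. By line, the range and median in the same unit were 3.02 to 3.88 and 3.68 in RBR Oro, 3.49 to 4.34 and 4.24 in C1, 2.63 to 4.83 and 3.84 in C2, 3.42 to 5.33 and 3.46 in C3, and 3.9 to 4.6 and 3.98 in C4. They were 3.15 to 5.95 and 3.33 in C5, 3.15 to 4.1 and 3.3 in C6, 4.38 to 4.89 and 4.51 in C7, 2.75 to 3.7 and 2.81 in C8, and 3.01 to 4.11 and 3.21 in C9. The clean reads that the paper counts in Supplementary Table S1 include reads that these values do not use. A gene at 1 FPKM rested on a median of 5 fragments, a gene at 10 FPKM on 56.1 and a gene at 100 FPKM on 297.6.

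Differentially expressed genes (DEGs) were called with limma on log2(FPKM + 0.5), with the 10 lines in 1 fit. Genes of the A subgenome and of the added chromosome with a mean FPKM above 0.1 over the 2 lines compared were tested, and genes on the other C chromosomes were left out. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference of at least 1, the thresholds of the paper. DEGs among the 44452 A subgenome genes are *trans*-effected, and those on the added chromosome are *cis*-effected. The main values use all 30 libraries, because the correlations given in the methods matched no library of C3 or C8. The same fit over the 28 libraries behind Supplementary Table S3 is given beside them and called the paper's libraries. These 28 were identified from that table alone, so whether the paper called its DEGs on them is not known. Simulated libraries were drawn around the mean of each gene over all 30. Of A subgenome genes changed in C8, 49 of 100 changed 4-fold and 8 of 100 changed 2-fold were called, with 3 unchanged genes among the calls. Genes of the added chromosome were left unchanged there, so they did not ease the adjustment of p as they can in the data. A gene that was not called is not thereby unchanged.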

After trimming, to remove adapters and low-quality reads (Q < 20), 7.04–14.76 million clean reads from each replicate were obtainestructural variants at the correspondingd (Supplementary Table S1). Since MAALs and RBR Oro were derived from one natural *B. napus* cultivar, the clean reads for all of the samples were aligned to the *B. napus* reference genome (Chalhoub et al., 2014). In total, 74.27-77.94% clean reads per replicate were obtained, which included 67.58-70.83% unique mapping reads and 6.33-7.83% multiple mapping reads (Supplementary Table S1). Due to the close relationship between the A and C subgenomes, or within the C subgenome chromosomes (Prakash et al., 2009; Chalhoub et al., 2014), a small proportion of the clean reads were aligned to the missing chromosomes in all MAALs and RBR Oro. To reduce the noise of homologous genes, these reads and multiple mapping reads were excluded from further analysis.

e DEseq2 package software was employed to determine DEGs. 

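Every MAAL differed from RBR Oro in many genes, and C1, C3 and C4 differed in the most. Over the paper's libraries, 3974 DEGs were called in C1, 3728 in C4, 3640 in C3, 2986 in C5, 2807 in C8, 2780 in C7, 2626 in C2, 2198 in C6 and 2103 in C9. Over all 30 libraries there were 3199 DEGs in C4, 3067 in C3, 2984 in C1, 2827 in C5, 2619 in C7, 2292 in C2, 2290 in C8, 2106 in C6 and 1987 in C9. The genes tested numbered 28837 in C1 to 30896 in C3. C6 and C9 had the fewest DEGs over both sets of libraries. The count of C1 depended on single libraries, with 1875 DEGs without RBR replicate 1 and 1855 without C1 replicate 3.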

Compared to RBR Oro, 2,099–3,556 DEGs were identified in nine MAALs (Table 1). Briefly, RBR vs. C1 (3556 DEGs, 3.52%) and RBR vs. C4 (3430 DEGs, 3.39%) showed the highest and comparable DEGs (*χ*^2^ test, *p* = 0.128), followed by RBR vs. C7 (2,959 DEGs, 2.93%), RBR vs. C3 (2,660 DEGs, 2.63%), RBR vs. C2 (2,469 DEGs, 2.44%) and RBR vs. C5 (2,461 DEGs, 2.44%). RBR vs. C6 (2,177 DEGs, 2.15%), RBR vs. C8 (2114 DEGs, 2.09%), and RBR vs. C9 (2,099 DEGs, 2.08%) exhibited the lowest DEGs. Additionally, as expected, due to the existence of extra C subgenome chromosomes, the genes in the MAALs, except C1, remained upregulated (occupying 71.81-86.92% of DEGs) (*χ*^2^ test, *p* < 0.01). However, compared to RBR Oro, C1 presented a higher number of downregulated genes (1,895 DEGs vs. 1,661 DEGs) (*χ*^2^ test, *p* < 0.01), which indicated that the chromosomes of the A subgenome exhibit downregulated gene expression. 

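Of the DEGs over all 30 libraries, the share with higher expression in the MAAL was 96.5% in C7, 93.3% in C9, 93.1% in C2, 92.2% in C6, 88.4% in C5, 84.6% in C4 and 75.4% in C1. It was 87.9% in C3 and 83.8% in C8 over the paper's libraries, and 91.0% and 92.4% over all 3 libraries of each. In C1, 2251 DEGs were higher and 733 were lower. Its A subgenome alone had 1499 DEGs with higher and 729 with lower expression, a share of 67.3% higher (exact binomial test, two-sided, adjusted p = 3.2e-60 over the 9 lines). As deposited, the median log2 difference from RBR Oro over the tested A subgenome genes was 0.24 in C1, 0.20 in C2 and 0.16 in C7. When each library was rescaled by the median ratio of its A subgenome genes, C1 had 759 A subgenome DEGs with higher and 944 with lower expression, a share of 44.6% higher. The direction of the C1 changes on the A subgenome therefore depended on the scaling between libraries. The binomial test takes genes as independent.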

The details on the DEGs in all pairwise comparisons are listed in Table 1.

**Table 1:** Summary of up- and down-regulated genes in all pairwise comparisons between RBR Oro and MAALs.

Samples	Up regulated genes	Ratio (%)	Down regulated genes	Ratio (%)	Total	Ratio (%)
RBR VS C1	1661	46.71	1895^∗∗^	53.29	3556^A^	3.52
RBR VS C2	1773^∗∗^	71.81	696	28.19	2469^C^	2.44
RBR VS C3	2312^∗∗^	86.92	348	13.08	2660^C^	2.63
RBR VS C4	2524^∗∗^	73.59	906	26.41	3430^A^	3.39
RBR VS C5	2025^∗∗^	82.28	436	17.72	2461^C^	2.44
RBR VS C6	1842^∗∗^	84.61	335	15.39	2177^D^	2.15
RBR VS C7	2352^∗∗^	79.49	607	20.51	2959^B^	2.93
RBR VS C8	1761^∗∗^	83.3	353	16.7	2114^D^	2.09
RBR VS C9	1761^∗∗^	83.9	338	16.1	2099^D^	2.08

*^∗∗^The group of up-/down- DEGs is significantly higher than oppositely regulated genes (chi-square, *p* < 0.01). ^*A,B,C,D*^Different groups were calculated by chi-square (*p* < 0.001).*

### Pairwise Comparisons of *Cis*- and *Trans*-Effects on Gene Expression

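In each MAAL, the genes of the added C chromosome took up a larger share of all expression than in RBR Oro. The C3 chromosome held 8.46% and 8.5% of the FPKM in replicates 2 and 3 of MAAL C3 and 7.32% in replicate 1. In RBR Oro it held 1.27% ± 0.011 (SD, n = 3). The C8 chromosome held 5.96% and 5.95% in replicates 1 and 2 of C8 and 5.19% in replicate 3, against 0.609% ± 0.0153 in RBR Oro. The share rose least in C1, from 0.59% ± 0.105 to 2.78% ± 0.143, and from 0.314% ± 0.0391 to 4.54% ± 0.239 in C7. Over the genes tested on the added chromosome, the median log2 difference from RBR Oro was 1.29 in C1 and 2.12 in C9 to 2.65 in C7 in the other 8 lines. *Cis*-effected DEGs numbered 2614 in C3 and 1987 in C8 over the paper's libraries, and 2552 and 1876 over all 3 libraries of each. The others had 756 in C1, 1471 in C2, 1968 in C4, 2122 in C5, 1600 in C6, 2077 in C7 and 1572 in C9. With all 30 libraries they made up 25.3% of the DEGs of C1 and 61.5% (C4) to 83.2% (C3) in the other lines. In all 3 libraries of C1, genes of the C1 chromosome from 1352 to 12656611 lay only 0.14 to 0.47 above background on the log2 scale. Background was the median over the 27 libraries of the other lines. The C1 values for share, median and *cis*-effected DEGs include these genes. The share of its own chromosome was above that in every library of the other lines for 24 of the 27 MAAL libraries. The exceptions are the 3 libraries of C1, because C5 replicate 1 also had 2.92% of its FPKM on the C1 chromosome.

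**Figure D1:**
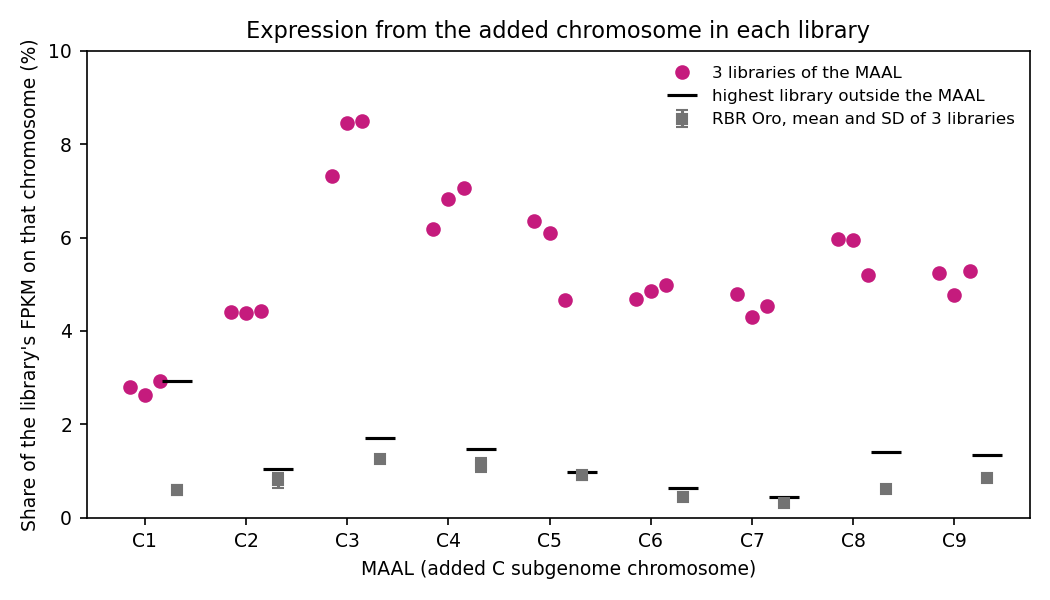
Share of the library's FPKM (%) on each C chromosome. Points are the 3 libraries of the MAAL that carries the chromosome, squares are the mean and SD of the 3 RBR Oro libraries, and dashes mark the highest library outside that MAAL. For 8 chromosomes every point lies above the dash, and for C1 the points, from 2.63% to 2.92%, do not.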

In the present study, 14.76-60.78% of the DEGs were directly attributed to the extra chromosomes of the C subgenome (*cis*-effects), and the majority consisted of upregulated genes, primarily due to the genome dosage. However, several downregulated genes on additional chromosomes of the C subgenome were observed in eight MAALs, except for C7, probably as a result of the failure to distinguish noise caused by the high expression of their homeologs in RBR.

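Lower expression on the added chromosome was rare and involved 12 genes in 6 MAALs over all 30 libraries, beside 15994 *cis*-effected DEGs in the 9 lines together. C1 and C3 had 4 such genes each, C2, C5, C6 and C9 had 1 each, and C4, C7 and C8 had none. Their mean FPKM was 0.541 to 25.7 in RBR Oro and 0 to 1.89 in the MAAL, with limma adjusted p of 0.00035 to 0.048. In the paper's libraries C1 had 5 such genes, C3 4, C9 2, C2, C4, C5 and C6 1 each, and C7 and C8 none.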

Furthermore, after DEGs in the additional chromosome were ruled out, all of the pairwise comparisons of each MAAL vs. RBR Oro indicated widespread *trans*-effected dysregulated genes, but at substantially variable magnitudes (Table 2). Briefly, 686–2,899 DEGs in the A subgenome of the MAALs (occupying 1.54-6.52% of all 44,452 assembled genes, representing 23.04-65.13% of total DEGs) were dysregulated. 

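C1 had the most *trans*-effected DEGs, followed by C4 and C2, over either set of libraries. Over the paper's libraries there were 3196 in C1, 1749 in C4, 1145 in C2, 1026 in C3, 865 in C5, 820 in C8, 694 in C7, 589 in C6 and 521 in C9. Over all 30 libraries the numbers were 2228 in C1, 1231 in C4, 821 in C2, 705 in C5, 542 in C7, 515 in C3, 506 in C6, 415 in C9 and 414 in C8. The latter are 5.01% of the A subgenome genes in C1, 2.77% in C4, 1.85% in C2 and 0.93% to 1.59% in the other 6 lines. All 2228 genes called in C1 were also called over the paper's libraries, as were 352 of the 515 in C3 and 271 of the 414 in C8. Single libraries moved several counts by more than 1.5 times. The C1 count was 1152 without RBR replicate 1, 1380 without RBR replicate 3, 1340 without C1 replicate 1 and 1140 without C1 replicate 3, while C2 had 528 without its replicate 3, C3 had 837 without its replicate 1, C5 had 1170 without its replicate 3, C7 had 341 without its replicate 3 and C8 had 732 without its replicate 3. When p was adjusted over A subgenome genes alone, an alternative chosen after seeing the data, 1784 genes were called in C1, 548 in C4, 313 in C2 and 52 (C8) to 180 (C6) in the others.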

C1 showed the most widespread *trans*-effects with 2,899 DEGs (6.52% of the total 44,452 assembled genes), followed by C4 (1773 DEGs, 3.99% of the 44,452 assembled genes), C2 (1275 DEGs, 2.87% of the 44,452 assembled genes) and C7 (1147 DEGs, 2.58% of the 44,452 assembled genes), whereas the remaining five MAALs (C6, C5, C3, C8, and C9) exhibited lower but similar *trans*-effects (686–818 DEGs, occupying 1.54-1.84% of the 44,452 total number of assembled genes) (*χ*^2^ test, *p* < 0.001, Table 2).

**Table 2:** *Cis*-and *trans*-effected dysregulated genes in all pairwise comparisons between MAALs and RBR Oro.

Comparisons	*Trans*-effects			*Cis*-effects		
		
	Up-(%)	Down-(%)	Total (%)	Up-(%)	Down-(%)	Total (%)
RBR VS C1	1022 (35.25)	1877 (64.75)^∗∗^	2899 (6.52)^A^	639 (97.26)	18 (2.74)	657 (14.76)
RBR VS C2	581 (45.57)	694 (54.43)^∗∗^	1275 (2.87)^C^	1192 (99.83)	2 (0.17)	1194 (38.77)
RBR VS C3	393 (53.32)	344 (46.68)	737 (1.66)^E,F^	1919 (99.79)	4 (0.21)	1923 (60.78)
RBR VS C4	871 (49.13)	902 (50.87)	1773 (3.99)^B^	1653 (99.76)	4 (0.24)	1657 (35.83)
RBR VS C5	336 (43.58)	435 (56.42)^∗∗^	771 (1.73)^E,F^	1689 (99.94)	1 (0.06)	1690 (50.49)
RBR VS C6	485 (59.29)^∗∗^	333 (40.71)	818 (1.84)^E^	1357 (99.85)	2 (0.15)	1359 (50.67)
RBR VS C7	540 (47.08)	607 (52.92)^∗^	1147 (2.58)^D^	1812 (100.00)	0	1812 (50.04)
RBR VS C8	334 (48.69)	352 (51.31)	686 (1.54)^F^	1427 (99.93)	1 (0.07)	1428 (56.60)
RBR VS C9	369 (52.34)	336 (47.66)	705 (1.59)^F^	1392 (99.86)	2 (0.14)	1394 (52.07)

*^*A,B,C,D,E,F*^Different groups were calculated by chi-square (*p* < 0.001). ^∗∗^The group of up-/down-DEGs is significantly higher than oppositely regulated genes (*χ*^*2*^, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01).*

### *Trans*-Effect Dysregulation Genes Not Associated With the Gene Number of Extra Chromosomes, and Different Transcriptional Responses of Disomic Chromosomes to Aneuploidy

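The added chromosome with the most genes, C3 with 7835, went with 1026 *trans*-effected DEGs over the paper's libraries and 515 over all 3, and C6, with the fewest at 4400, went with 506. C1, the line with the most *trans*-effected DEGs, has 4498 genes on its added chromosome, and C4, the second, has 5696. The 4498 include the start of C1, which was near background in all 3 libraries of that line. In these libraries, 47.6% to 48.3% of gene windows along C1 lay more than 1.0 above background on the log2 scale. On the added chromosomes of the other MAALs it was at least 75.0% in each library. The relation to gene number was not computed without this part of C1. Across the 9 MAALs, Pearson's r between gene number and *trans*-effected DEGs was -0.28 (R2 = 0.08, permutation p = 0.34) and Spearman's rho was -0.07 (permutation p = 0.88), both two-sided. Without C3 and C6, the 2 lines farthest from the median gene number, r was -0.51. In the paper's libraries r was -0.17 (R2 = 0.03, permutation p = 0.57).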

Analysis of the Pearson correlation coefficient (PCC) did not detect any correlations (*R*^2^ = 0.11, *p* = 0.39) between the number of genes along the additional C chromosomes and corresponding dysregulated genes on the A subgenome. Furthermore, no strong relationship between the expressed genes (FPKM > 0.1) of the extra chromosomes of the C subgenome and changes in gene expression profiles in the A subgenome, were observed (*R*^2^ = 0.27, *p* = 0.15). 

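On the added chromosomes, the genes with a mean FPKM above 0.1 in their own MAAL numbered 1769 on C1, 2222 on C2, 3825 on C3, 2777 on C4, 2889 on C5, 2234 on C6, 2723 on C7, 2666 on C8 and 2496 on C9. C1, with the fewest expressed genes, had the most *trans*-effected DEGs, and without C1 and C3 the sign of the relation turned. Pearson's r over the 9 MAALs was -0.52 (permutation p = 0.17, two-sided) and became 0.23 without these 2 lines, so it rests on them. Spearman's rho was -0.17 (permutation p = 0.68). Adjusted over the relations with all genes and with expressed genes, p was 0.34 for each. Over the paper's libraries r was -0.43 (permutation p = 0.23).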

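With all 30 libraries, A1 had the highest share of *trans*-effected DEGs in MAAL C1, with 280 genes or 7.49% of its genes, and A4 the lowest with 3.53%. In C2 the highest share was on A2, with 103 genes or 2.77%, and the lowest on A3 with 1.10%, but A8 with 2.74% was close and led C2 after rescaling by the median ratio (2.64% against 2.23% on A2). A8 led in C4 with 130 genes (4.09%) and in C6 with 59 (1.86%), and in C7 it also had 130, against 11 genes or 0.29% of A1. In the paper's libraries A10 led in C4, with 159 genes (5.19%). A10 led in C5 with 97 genes (3.17%) and in C9 with 48 (1.57%). C8 ranged from 1.07% on A1 to 2.90% on A7 over the paper's libraries and from 0.40% on A1 to 1.32% on A6 over all 3 libraries. In chi-square tests over the 10 A chromosomes, adjusted over the 9 lines, p was 8.4e-14 in C1, 5.8e-15 in C2, 3.4e-16 in C4, 1.2e-18 in C5, 1.3e-12 in C6, 8.1e-57 in C7, 9.4e-05 in C8 and 1.9e-09 in C9. With p adjusted over A subgenome genes alone, an alternative chosen after seeing the data, it was 0.14 in C8, and other chromosomes led or drew level in C2 (A8 with 1.26%, A2 with 0.97%), C4 (A10 with 1.99%, A8 with 1.92%), C5 (A8 level with A10 at 0.69%), C6 (A9 with 0.87%, A8 with 0.72%), C8 (A9 with 0.19%) and C9 (A3 and A9 with 0.44%, A10 with 0.36%). The test takes genes as independent.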

Inversely, the gene expression along each chromosome of the A subgenome was distinctly impacted by different additional chromosomes in MAALs, as the extent of the *trans*-effects on each of its 10 chromosomes, were uneven in all comparisons except for RBR vs. C3, and the genes on some chromosomes were more prone to transcriptional perturbation, indicating that the identity of additional chromosomes could affect gene expression throughout the A subgenome in a specific manner (Supplementary Table S2). However, MAAL C3 exhibited a similar change in the expression of genes in the A subgenome chromosomes (1.10-2.03% of the genes were dysregulated). 

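In MAAL C3, A9 had the highest share of *trans*-effected DEGs, with 195 genes or 3.40% of its genes over the paper's libraries, and A2 the lowest with 56 genes or 1.51%. Over all 3 libraries A9 had 133 genes (2.32%) and A7 had 13 (0.33%). The other chromosomes over the paper's libraries were A1 with 1.52%, A4 with 1.72%, A7 with 1.91%, A5 with 2.05%, A6 with 2.17%, A3 with 2.73%, A8 with 2.74% and A10 with 3.13%. The chi-square test gave an adjusted p of 2.6e-12 over the paper's libraries and of 8.5e-24 over all 3.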

To further test the relationship between *trans*-effects on the A subgenome and extra chromosomes of the C subgenome, we then calculated the PCC values of all of the genes in the A subgenome, between any two of the nine MAALs and RBR Oro, and screened for pairwise transcriptome differences (Supplementary Table S3). 

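The A subgenome of C1 stood farthest from the other lines, with a mean r of 0.651 over its 9 pairs and an r of 0.588 with RBR Oro. C2 came next, with a mean r of 0.735 and an r of 0.696 with RBR Oro. The mean r of the other MAALs ranged from 0.844 in C9 to 0.89 in C7. With RBR Oro, r was 0.878 in C3 and 0.972 in C8 over the paper's libraries, and 0.969 and 0.977 over all 3 libraries of each. The other lines had 0.883 in C4, 0.937 in C5, 0.921 in C6, 0.925 in C7 and 0.957 in C9. These are Pearson's r of the mean FPKM over all A subgenome genes, across genes that are not independent, and abundant genes weigh most in them. Without the 10 most abundant genes, r with RBR Oro was 0.67 in C1 and 0.809 in C2, and without the 100 most abundant 0.678 and 0.707, again the lowest, followed by 0.775 in C4. On the scale of log2(FPKM + 0.5), r with RBR Oro was 0.945 in C1, 0.952 in C4 and 0.961 in C2, so that C2 was no longer second to C1.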

Compared with other MAALs, C1 always showed significantly lower pairwise correlation coefficients, followed by C2 (Supplementary Table S3). 

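A1, the homoeolog of C1, held 10.0% DEGs in MAAL C1 over the paper's libraries, and A2, the homoeolog of C2, held 3.61% in MAAL C2, each the highest of the 10 A chromosomes in its line. Among the A1 genes of MAAL C1, the region from 5644994 to 7179651 of A1, with 195 tested genes, had a mean log2 difference from RBR Oro of 0.50, relative to the median over all tested A subgenome genes. In C1 replicates 1 and 3, A1 was higher from 1252284 to 8199719 and from 1232617 to 8249938, by 0.55 and 0.57 relative to the other libraries. In C1 replicate 2, A1 was lower from 7633040 to 21740600, by -0.58. The start of the added C1 chromosome, from 1352 to 12656611, lay near background in all libraries of C1, at 0.14 to 0.47 on the log2 scale. Whether the A1 shifts are tied to this gap or are a response to the rest of C1 was not tested. In MAAL C2, 304 tested genes between 18274129 and 22158012 of A2 had a mean log2 difference of 0.41, but RBR replicates 1 and 3 were low in that region, by -0.43 and -0.44. Without the A regions that varied between single libraries together with C regions, an alternative chosen after seeing the data, C1 had 1851 *trans*-effected DEGs and C2 had 735. Neither homoeolog then had the highest share, with 5.26% on A1 in C1, below 5.80% on A10, 5.57% on A8, 5.40% on A3 and 5.33% on A5, and 2.72% on A2 in C2, below 2.74% on A8. This alternative kept 1655 of the 3740 A1 genes and 87 of the 280 A1 genes called in C1 over all 30 libraries. Of A2 it kept 3123 of 3717 genes and 85 of the 103 called in C2. The shares therefore speak only for the genes kept.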

As the homoeologous pairs (A1/C1 and A2/C2) showed the most extensive homoeology, which could frequently be replaced and compensated (Xiong et al., 2011; Chalhoub et al., 2014), we concluded that a higher similarity between the additional chromosome and the recipient genome (chromosome) induced more severe changes in gene expression of the recipient genome.

The differential impacts of different additional chromosomes on gene expression in the A subgenome were also reflected by a hierarchical analysis of the similarities in terms of overall expression patterns (Figure 1A). The differences of a global average of all gene expressions showed that MAALs C1 and C2 were most divergent in the overall expression patterns from the rest, which was in line with the result of the pairwise PCC values. Furthermore, the two MAALs were clustered together into an independent group (Figure 1A). 

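MAALs C1 and C2 joined each other at a distance of 0.305 (1 minus Pearson's r, complete linkage) and joined the other lines last, at 0.505 over the paper's libraries and 0.418 over all 30. Within the other group over the paper's libraries, C3 joined C7 at 0.05 and C5 joined C6 at 0.079. Over all 30 libraries, C6 joined C7 at 0.057 and C4 joined C9 at 0.113. The position of C2 depended on the measure. With average linkage or with Spearman's rho C1 alone stood outside, and on the scale of log2(FPKM + 0.5) C1 grouped with C4 at 0.044. Without C6 replicate 1, C1, C2 and C6 stood outside together. From the low correlations of C1 and C2, together with the extensive homoeology of A1 with C1 and of A2 with C2, the paper concludes that an added chromosome disturbs the recipient genome more when it resembles it more.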

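The median expression of the A subgenome was highest in MAALs C1 and C2. Over genes with an FPKM above 0.1, the median log2 FPKM was 2.99 ± 0.02 (SD, n = 3 libraries) in C1 and 2.93 ± 0.10 (n = 3) in C2, against 2.72 ± 0.06 (n = 3) in RBR Oro. Every library of C1 and of C2 lay above every RBR Oro library (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 libraries against 3 allow). C3 had 2.81 over the paper's 2 libraries and 2.60 over all 3, with 2.18 in replicate 1. C8 had 2.69 over the paper's libraries and 2.78 over all 3, with 2.95 in replicate 3. C6 had 2.73, and C4, C5, C7 and C9 had 2.77 each. After rescaling by the median ratio of A subgenome genes, the difference from RBR Oro was -0.00 in C1 and 0.01 in C2, which this rescaling sets near 0 by construction.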

Box plots of all expressed gene profiles (FPKM > 0.1) on the recipient A subgenome, in all of the pairwise comparisons, showed that medians of the gene expressions in MAALs C1 and C2 were far from that in RBR Oro and other MAALs, confirming the observed divergence in gene expression (Figure 1B). In addition, the remaining seven MAALs and RBR Oro were divided into another group (Figure 1A). It was determined that MAAL C9 was closely related to RBR Oro and a subgroup was formed. It did however, exhibited a divergent phenotype from RBR Oro (Zhu et al., 2016).

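By Pearson's r of FPKM, MAAL C8 was the line nearest to RBR Oro, and the pair joined first, at a distance of 0.028 over the paper's libraries and 0.023 over all 30. C9 joined this pair next, at 0.047, over the paper's libraries, so that RBR Oro, C8 and C9 formed a subgroup. With all 30 libraries, C3 joined the pair next at 0.037, and C9 stood with C4. The nearest line depended on the measure, since C7 joined RBR Oro first on the scale of log2(FPKM + 0.5) (0.032) and by Spearman's rho (0.045), and C6 had the highest r with RBR Oro without the 10 most abundant genes (0.95, against 0.937 in C8).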

**FIGURE 1:**
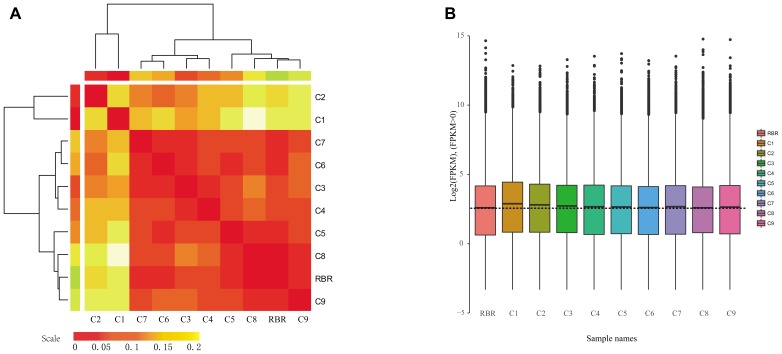
Impact of different additional chromosomes on gene expression patterns in the A subgenome. **(A)** Hierarchical analysis of the global average of all of the gene expression differences in the A subgenome shows that different additional chromosomes result in distinct impacts on gene expression perturbation in the A subgenome, and a higher level of similarity of gene content between the remainder genome and the additional chromosome likely gives rise to greater divergence in gene expression. Two major groups of clusters are identified. **(B)** Box plot of gene expressions along the A subgenome (FPKM > 0.1) also demonstrates that the similarity between the remaining genome and the additional chromosome affects the gene expression levels of the A subgenome in MAALs. The dotted line represents the median of gene expression of the A subgenome in RBR. The *y* axis represents the log_2_(FPKM).

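Among the *trans*-effected DEGs over all 30 libraries, higher expression prevailed in 7 of the 9 MAALs. In C6, 390 genes were higher and 199 lower over the paper's libraries, and 343 were higher and 163 lower over all 30 (67.8% higher, adjusted p = 2e-15). The shares with higher expression were 83.2% in C7 (adjusted p = 7.8e-58), 80.8% in C2 (2.5e-73), 68.2% in C9 (1.7e-13) and 59.9% in C4 (6.7e-12). In C5, 379 genes were higher and 326 lower (adjusted p = 0.056). In C3, 590 were higher and 436 lower over the paper's libraries (57.5% higher, adjusted p = 2.2e-06), and 244 and 271 over all 3 (adjusted p = 0.25). In C8, 364 were higher and 456 lower over the paper's libraries (44.4% higher, adjusted p = 0.0017), and 241 and 173 over all 3 (58.2%, adjusted p = 0.0012). These are two-sided exact binomial tests over genes, adjusted over the 9 lines. The share moved by more than 10 points with the scaling between libraries in some lines, to 64.7% in C2 and 68.3% in C3 after rescaling by the median ratio, and to 50.1% in C1, 67.8% in C3, 43.4% in C5 and 77.2% in C8 after quantile normalization of A subgenome genes, where p is also adjusted over those genes alone.

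**Figure D2:**
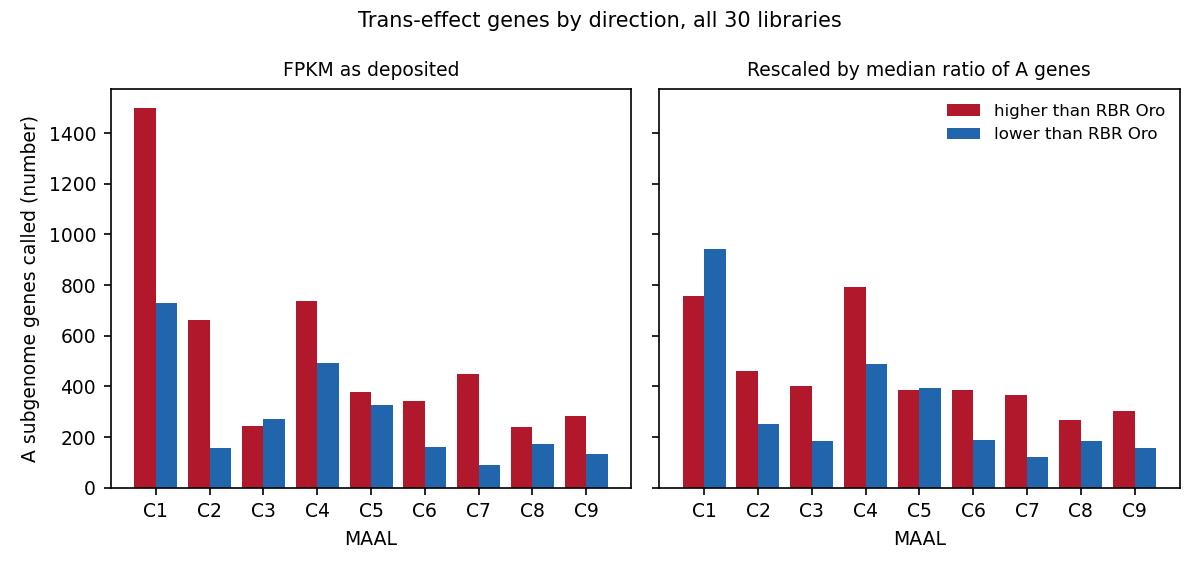
Number of A subgenome genes called higher (up) and lower (down) than in RBR Oro in each MAAL over all 30 libraries, with FPKM as deposited on the left and after rescaling by the median ratio on the right. In C1 the larger part is higher as deposited and lower after rescaling (759 higher, 944 lower).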

Another interesting result was that among these *trans*-effected DEGs in the pairwise comparisons of each MAAL vs. RBR Oro (Table 2), only the DEGs in RBR vs. C6 showed significantly enhanced expression (*χ*^2^ test, *p* < 0.01). Considering that C6 was the only MAAL that flowered earlier than RBR Oro (Zhu et al., 2016), we questioned whether flowering genes constituted a large fraction of genes that were found to be highly expressed. However, only three genes related to the flowering time in *B. napus*, from the public Brassica Database^10^ were dysregulated, including one downregulated (BnaA03g39820D) and two upregulated DEGs (BnaA01g15350D and BnaA07g13990D).

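Of these 3 flowering-time genes, 1 was called in MAAL C6 and 2 were not. BnaA07g13990D (A7 12369349 to 12371657) had 23.2 ± 5.34 FPKM (SD, n = 3) in C6 and 10.6 ± 1.42 (n = 3) in RBR Oro, a log2 difference of 1.08 (standard error 0.30, limma adjusted p = 0.023). BnaA01g15350D (A1 7849559 to 7851287) had 30.1 ± 3.1 FPKM (n = 3) in C6 and 6.36 ± 2.36 (n = 3) in RBR Oro, a log2 difference of 2.20 that did not pass the test (limma adjusted p = 0.11). It rose in C1, with a log2 difference of 2.95 (limma adjusted p = 0.017). BnaA03g39820D (A3 19891321 to 19894036) was listed at 0 in the C6 libraries and at 0 to 9.0 FPKM in RBR Oro, and was not called (limma adjusted p = 0.34). The call of BnaA07g13990D lay at the threshold and was lost without RBR replicate 1 (log2 difference 0.98), C6 replicate 1 (1.00) or C6 replicate 3 (0.95), without RBR replicate 2, and when p was adjusted over A subgenome genes alone. Adjusted over the list alone, 2 of the 3 genes passed in C6, BnaA07g13990D and BnaA01g15350D, but the study chose this list on these samples and the count is not independent evidence.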

### Putative Functions of Differently Regulated Gene Groups

To determine whether some core genes or biological pathways of the recipient A subgenome in MAALs responded to additional chromosomes, Venn diagrams were constructed to determine the specific DEGs and co-regulated DEGs. Due to the ambiguous results in one diagram and because of too many pairwise comparisons, the Venn diagrams were divided into four sections, including three groups based on the results of divergent gene expressions and one group comprising of the co-dysregulated genes from the former three groups (Supplementary Figure S2). 

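In MAAL C1, 1455 *trans*-effected DEGs (65.3% of its own) were called in no other line over all 30 libraries, and 1807 (56.5%) over the paper's libraries. In C8, 480 genes (58.5%) were specific over the paper's libraries and 128 (30.9%) over all 3. In C3, 335 (32.7%) were specific over the paper's libraries and 234 (45.4%) over all 3. The other lines had 369 specific genes in C2 (44.9%), 481 in C4 (39.1%), 302 in C5 (42.8%), 208 in C6 (41.1%), 232 in C7 (42.8%) and 170 in C9 (41.0%). The share differed between the 9 lines (chi-square 389.6, p = 3.1e-79 over all 30 libraries), a test that takes genes as independent.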

Each pairwise comparison uniquely detected 22.80-46.29% of *trans*-effected DEGs (Figure 2). Among these pairwise comparisons, RBR vs. C1 had a significantly higher number of specific DEGs (1,342 DEGs, occupying 46.29% of *trans*-effected DEGs) (*χ*^2^ test, *p* = 2.60e-10), followed by RBR vs. C8 (225 DEGs, 32.80%), RBR vs. C6 (206 DEGs 31.54%), and RBR vs. C4 (504 DEGs, 28.43%), whereas the remaining five MAALs were within the lower ranges of 22.80-26.75%. However, only 10 *trans*-effected dysregulated genes, including one downregulated gene and nine upregulated genes, were always observed in all pairwise comparisons. These results indicate that, despite the uniformity of the global transcriptional aneuploidy response patterns, there was no significant overlap in individual dysregulated genes between different pairwise comparisons of each MAAL vs. RBR Oro. 

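BnaA10g14500D, for which Table 3 gives copper ion binding, was the only gene called higher in all 9 MAALs over all 30 libraries. In MAAL C5 it had 24.0 ± 0.71 FPKM (SD, n = 3) and in RBR Oro 1.17 ± 0.772 (n = 3), a log2 difference of 4.01 (standard error 0.56, limma adjusted p = 7.9e-06), and each of the 27 MAAL libraries lay above each RBR Oro library. Called lower in all 9 were 4 genes. Among them, BnaA06g31730D (A6 21260632 to 21262856) had log2 differences of -1.31 in C1 to -1.95, with 0.367 to 5.04 FPKM in RBR Oro, and 25 of 27 MAAL libraries lay below each RBR Oro library. BnaA05g19880D (A5 15277650 to 15278204) was listed at 0 in all 27 MAAL libraries and at 0 to 9.76 FPKM in RBR Oro. BnaA10g00590D (A10 296057 to 297503) was called higher in 8 lines, by up to 4.81 in C6, but not in C1 (-0.07). Over the paper's libraries 8 genes were called in all 9 comparisons, 2 higher and 6 lower. All comparisons share the RBR Oro libraries, and the number was 25, 39 and 24 without RBR replicate 1, 2 and 3, and 10 without C3 replicate 1.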

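Of the *trans*-effected DEGs, 1372 were called in at least 2 comparisons, against 130.3 on average, at most 157, in 20 simulated sets of unchanged groups. All groups of a set were compared with a simulated control that they shared, not with the RBR Oro libraries themselves. The simulated sets had 829.4 calls in all lines together on average, where 7377 were observed, so fewer shared genes follow in part from fewer calls. C1 and C4 shared 431 genes with the same direction, C4 and C5 206, and C8 and C9 91, and all these comparisons use the same RBR Oro libraries. Of the 4951 genes called in any line, 3579 were called in exactly 1 line, and 23 were called in both directions in different lines. In the paper's libraries, 2169 genes were called in at least 2 comparisons. Without RBR replicate 1, which all comparisons share, 826 genes were called in at least 2 comparisons and 2363 in exactly 1.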

To elucidate whether these 10 co-dysregulated genes were involved in one or specific biological pathway(s), in response to the consequences of aneuploidy on gene expression, we annotated these co-dysregulated genes into the public Gene Ontology (GO) database. However, these genes failed to be clustered into any GO terms or KEGG pathways, probably due to the low number of genes used in the analysis. Therefore, we had to deduce the putative functions of the co-dysregulated genes (Table 3). According to their ortholog gene functions in *A. thaliana*, the upregulated DEGs were mainly involved in “copper ion binding,” “transporter activity,” as well as “protein transporter activity,” implying that MAALs responded to stress by increasing their levels of gene expression. In addition, the downregulated DEG was involved in “rRNA binding” and “structural constituent of ribosome,” which agreed with the reported decrease in protein synthesis in aneuploids (Sheltzer et al., 2012; Stingele et al., 2012).

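The 9 genes that Table 3 lists as upregulated had positive log2 differences in every MAAL, but most did not pass the test in every line. BnaA03g06790D (A3 3037821 to 3041215), whose ortholog is a cobalamin-independent methionine synthase, rose in 8 lines, to 289 ± 33.6 FPKM (SD, n = 3) in C7 against 48.9 ± 5.43 (n = 3) in RBR Oro. Its log2 difference in C6 was 1.34 (limma adjusted p = 0.087). BnaA10g17050D (A10 12767018 to 12768946), a MATE efflux protein by its ortholog, rose in 6 lines, with log2 differences of 3.03 in C1 to 3.72 in C8. The other MATE efflux gene, BnaA10g21850D (A10 14901696 to 14915670), was called in no line over all 30 libraries (0.96 in C6 to 2.25 in C1) and in 2 over the paper's libraries. BnaA03g07050D (A3 3123582 to 3126895), a COG2-like protein transporter, rose in C1, C4, C5 and C8, and its neighbour BnaA03g07040D (A3 3114945 to 3123134), a disease resistance gene, rose in C1, C3, C5 and C8. BnaA01g28190D (A1 19684663 to 19685940), an asparaginase, rose in 5 lines and most in C1, with 63.2 ± 12.4 FPKM (n = 3) against 1.80 ± 1.25 (n = 3). BnaA01g13280D (A1 6719646 to 6721806), a jasmonate-responsive cystine lyase, rose in C1 and C4 over all 30 libraries and in 5 lines over the paper's libraries, with 14.3 ± 12.5 FPKM (n = 3) in RBR Oro. BnaA07g05110D (A7 5501642 to 5505701), a beta-glucosidase, rose in C8 over all 30 libraries (log2 difference 2.99, limma adjusted p = 0.04) and in 3 lines over the paper's libraries. Without RBR replicate 1, 2 or 3, BnaA10g17050D was called in 3, 2 and 2 lines, BnaA03g07040D in 0, 2 and 0, BnaA07g05110D in none and BnaA01g28190D in 2 lines in the last case, and BnaA01g13280D was called in none without RBR replicate 1 or 2. Adjusted over the list alone, 6 (C6) to 10 (C4) of the 10 genes of Table 3 passed the test in a line, but the study chose the list on these libraries and the counts are not independent evidence.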

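BnaA07g32060D (A7 22288551 to 22289050), whose ortholog is the chloroplast ribosomal protein L31, had 735 ± 84.2 FPKM (SD, n = 3) in RBR Oro and lower means in every MAAL. It fell in C4 to 179 ± 91.3 FPKM (log2 difference -2.16, limma adjusted p = 0.013), in C7 to 191 ± 80.2 (-2.03, limma adjusted p = 0.023), in C8 to 194 ± 29.9 (-1.93, limma adjusted p = 0.038) and in C9 to 232 ± 184 (-1.94, limma adjusted p = 0.04), each with n = 3. In the other 5 lines it did not pass the test, with log2 differences of -0.84 in C3 to -1.72 in C2. It lay below all RBR Oro libraries in 26 of the 27 MAAL libraries. Over the paper's libraries it was called in 3 lines, and in 2, 1 and 1 lines without RBR replicate 1, 2 and 3 and in 2 without C7 replicate 3.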

**FIGURE 2:**
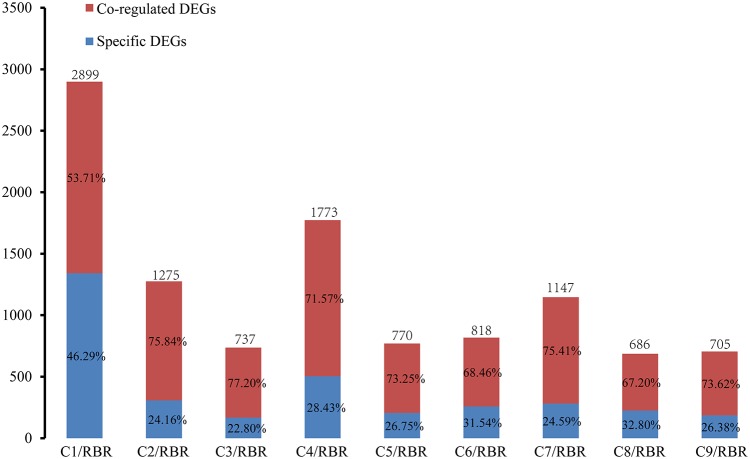
Frequency of specific DEGs and co-regulated DEGs in the A subgenome in all pairwise comparisons. The red box represents the proportion of co-regulated *trans*-effect DEGs that are detected in at least two pairwise comparisons. The blue box represents the proportion of specific *trans*-effect DEGs uniquely observed in a comparison. The *y* axis represents the number of DEGs.

**Table 3:** The putative gene functions of co-dysregulated genes in all pairwise comparisons of MAALs vs. RBR Oro.

Gene_ID	Up/down	Putative orthologs in *A. thaliana*	Gene functions
BnaA01g13280D	Up	AT4G23600	Cystathionine beta-lyase activity, lyase activity, pyridoxal phosphate binding, transaminase activity
BnaA03g07040D	Up	AT5G18370	Disease resistance protein
BnaA10g17050D	Up	AT5G17700	Antiporter activity, drug transmembrane transporter activity, transporter activity
BnaA07g05110D	Up	AT3G62750	Beta-glucosidase activity, hydrolase activity, hydrolyzing O-glycosyl compounds, scopolin beta-glucosidase activity
BnaA10g14500D	Up	AT5G21100	Copper ion binding
BnaA03g06790D	Up	AT5G17920	Copper ion binding, protein binding
BnaA03g07050D	Up	AT4G24840	Protein transporter activity
BnaA01g28190D	Up	AT3G16150	Asparaginase activity, beta-aspartyl-peptidase activity
BnaA10g21850D	Up	AT5G10420	Antiporter activity, drug transmembrane transporter activity
BnaA07g32060D	Down	AT1G75350	rRNA binding, structural constituent of ribosome

We then performed gene annotation to investigate the functions of specific and co-regulated DEGs that were detected in at least two pairwise comparisons in all pairwise comparisons, to reveal whether these different gene groups were involved in distinct or similar biological pathways. We found that 17 GO terms were enriched with these co-regulated DEG groups in all comparisons (*p* < 0.05, Figure 3A) and were mainly involved in responses to stress (all *p* < 0.0007), abiotic stimulus (all *p* < 5.91e^-5^) and oxidoreductase activity (all *p* < 0.003), particularly in the chloroplast (all *p* < 4.12e^-8^). As expected, the GO terms enriched by the specific DEGs for each pairwise comparison did not significantly overlap with each other. No GO terms that were enriched in all of the comparisons were observed, and very few terms were detected in most of the comparisons. 

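Over all 30 libraries, 135 A subgenome genes were called in more than 4 comparisons, 92 of them higher in each and 43 lower in each. By their expression in RBR Oro, 93 were low-expression genes, 31 medium and 8 high. A10 held 22 of them, A3 20, A8 and A9 17 each, and A6 12. In the paper's libraries there were 217 such genes. Simulated unchanged groups compared with a simulated control that they shared gave 6.2 on average and at most 10 in 20 sets. These came from 829.4 calls in all on average against 7377 observed. The count was 248 without RBR replicate 2 and 25 when p was adjusted over A subgenome genes alone, an alternative chosen after seeing the data.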

Since DEGs that were often perturbed in many pairwise comparisons probably represented common features of aneuploidy, 650 *trans*-affected DEGs were identified in more than four pairwise comparisons. The AgBase GoAnna website tool was then employed to analyze the gene ontology annotation of these DEGs (McCarthy et al., 2006). The majority of GO terms (Figure 3B) enriched with these DEGs were associated with a photosynthetic process, such as “photosynthesis” (*p* < 3.81e^-19^), “photosynthesis, light harvesting” (*p* < 0.00015), “chloroplast” (*p* < 1.33e^-47^), and “chlorophyll binding” (*p* < 1.38e^-5^). The terms of “rRNA binding” (*p* < 0.05) and “ribosome” (*p* < 0.0027) were also detected, suggesting that additional C chromosomes generally had a consequence on protein synthesis. Altogether, these results indicated that dysregulated genes, in all comparisons belonging to distinct groups, were involved in diverse cellular pathways.

**FIGURE 3:**
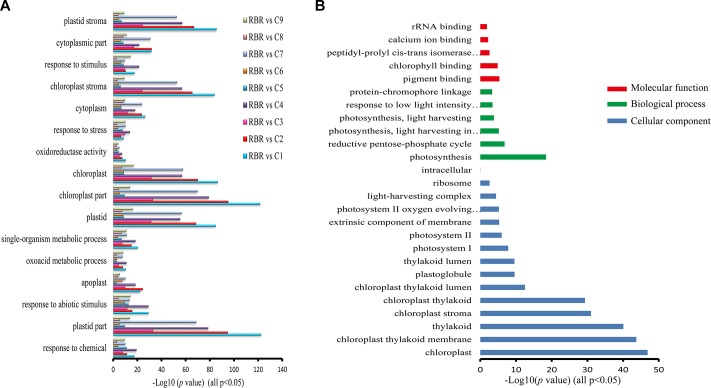
GO enrichments for co-regulated DEGs in all pairwise comparisons and DEGs identified in more than four comparisons. **(A)** A total of 17 GO terms that are particularly involved in biotic and abiotic stresses are enriched with DEGs in all pairwise comparisons (FDR, *p* < 0.05). The *x* axis represents the value of –log_10_(*p-*value). **(B)** GO analysis of DEGs that are identified in more than four pairwise comparisons exhibiting these DEGs are predominantly associated with photosynthetic process and protein synthesis. The *x* axis represents the value of –log_10_(*p-*value).

### Highly Expressed Genes Are Prone to Downregulation and Lowly Expressed Genes to Upregulation

To analyze the transcriptional aneuploidy response patterns in MAALs, we detected whether the different expression levels of the genes were similarly impacted by these extra chromosomes of the C subgenome. Based on the gene expression level (FPKM > 0.1) in RBR Oro, we classified the genes of the A subgenome into three groups according to low (0.1 < FPKM < 10), medium (10 < FPKM < 100), and high (FPKM > 100) expression levels. 

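By the mean FPKM of the 3 RBR Oro libraries, 26343 A subgenome genes were above 0.1. Of these, 61.99% were low-expression genes between 0.1 and 10 FPKM (16329 genes), 33.02% were medium and 4.99% were high, above 100 FPKM. The medium class had 8699 genes and the high class 1315.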

About two thirds of the expressed genes (16,714 genes, representing 62.53% of the genes with RPKM > 0.1) belonged to the first group, nearly one third of these (8,699 genes, 32.55%) were in the medium expression level group, and relatively few genes (1,315 genes, 4.92%) were in the high expression level group. 

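Of the low-expression genes, 2.60% on average over the 9 MAALs were *trans*-effected DEGs over all 30 libraries, from 1.38% in C9 to 6.81% in C1, and 3.60% over the paper's libraries. In C1, 947 of these genes were higher and 165 lower. In C3, 430 low-expression genes were called over the paper's libraries and 236 over all 3, and in C8 378 and 237. The share was below that of the high-expression genes in all 9 lines over the paper's libraries and in 7 over all 30. It was below that of the medium class as well, and the medium class below the high class, in 5 lines over the paper's libraries and in 4 over all 30.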

Compared to RBR Oro, the lowly expressed genes group gave rise to the lowest proportion of *trans*-effected DEGs (consisting of 1.58-7.04% of the total number of low expression genes with the average of 2.88%), indicating that the lowly expressed genes group was less susceptible to the impact of extra chromosomes of the C subgenome. Both the highly and moderately expressed genes exhibited escalating contributions to the *trans*-effected DEGs (comprising 3.03-13.39% of the medium-level expression genes with an average of 5.29% and occupying 5.78-36.2% of high expression genes with an average of 14.04%), suggesting that these genes were more prone to transcriptional perturbation in aneuploidy (Supplementary Table S4 and Figure 4A).

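High-expression genes were called most often in C1, where 284 of them or 21.6% were *trans*-effected DEGs, followed by C4 with 111 or 8.44% and C5 with 64 or 4.87%. In C3, 133 (10.11%) were called over the paper's libraries and 27 (2.05%) over all 3, and in C8 58 (4.41%) and 23 (1.75%). The mean over the 9 lines was 8.64% over the paper's libraries and 5.14% over all 30. Of the medium-expression genes, 4.04% on average were called over the paper's libraries and 2.54% over all 30, from 0.95% in C7 to 7.99% in C1. With all 30 libraries, chi-square tests of the 3 classes gave p = 8.2e-80 in C1, 9.7e-16 in C4, 2.2e-09 in C5, 6e-09 in C2, 2e-08 in C7, 0.0087 in C3 and 0.041 in C8, and p = 0.43 in C6 and 0.25 in C9. In 5 lines the medium class had a lower share than the low class, 1.69% against 2.89% in C2, 1.40% against 1.60% in C6, 0.95% against 1.93% in C7, 1.12% against 1.45% in C8 and 1.14% against 1.38% in C9. Without RBR replicate 1 the means were 1.50% of the medium and 3.19% of the high class.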

**FIGURE 4:**
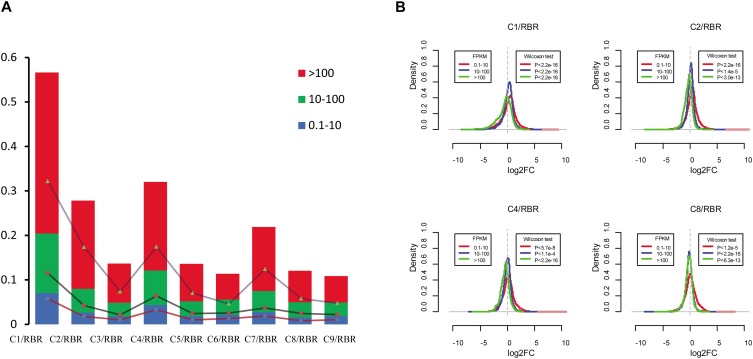
Impact of additional C subgenome chromosomes on changes in gene expression changes in the A subgenome. **(A)** Proportions of *trans*-effect DEGs in different gene expression levels. Based on the gene expression level, genes in the A subgenome are divided into three categories: low-expression level genes (0.1 < FPKM < 10), medium-expression level genes (10 < FPKM < 100), and high-expression level genes (FPKM > 100). For all pairwise comparisons, dysregulated genes consistently show the highest frequency in the high-expression level group, second in the medium-expression level group, and last in the low-expression level group. The *y* axis represents the frequency of the gene groups. **(B)** Frequency distribution of log_2_(fold change) in four MAALs indicate differences in transcriptional response patterns to aneuploidy in various gene expression groups. High-expression level genes are more prone to be downregulated while the opposite is true for low-expression level genes (Wilcoxon test, *q* < 0.05). The *x* axis represents the log_2_(fold-change) in gene expression levels between the MAALs and euploid RBR in three gene groups and the *y* axis represents frequency distribution of log_2_(fold-change).

Intriguingly, it was observed that upregulated genes predominantly accumulated in lowly expressed genes for all pairwise comparisons (*χ*^2^ test, *p* < 0.05), whereas the downregulated DEGs were more prevalent in the medium expression and the high expression level (*χ*^2^ test, *p* < 0.05) groups (Supplementary Table S4). These findings probably indicated some transcriptional patterns in response to extra chromosomes of the C subgenome. 

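Low-expression DEGs were mostly higher in all 9 MAALs, and high-expression DEGs were mostly lower in all 9, over either set of libraries. Summed over the lines and all 30 libraries, 3010 low-expression DEGs were higher and 804 lower, while 35 high-expression DEGs were higher and 573 lower. In C1, 18 high-expression genes were higher and 266 lower (exact binomial test, two-sided, adjusted p = 8.1e-57 over 27 tests), and in C4 9 were higher and 102 lower (adjusted p = 1.6e-20). Medium-expression DEGs were mostly lower in 7 lines, with 24 higher and 143 lower in C3 (adjusted p = 3.6e-21) and 39 and 165 in C5 (adjusted p = 4.1e-19). They were mostly higher in C1, with 397 higher and 298 lower (adjusted p = 0.00028), and in C2, with 92 and 55 (adjusted p = 0.0032). After rescaling by the median ratio they were mostly lower in both, with 186 higher and 430 lower in C1 (adjusted p = 1.5e-22) and 60 and 110 in C2 (adjusted p = 0.00019). In C7, 39 were higher and 44 lower (adjusted p = 0.66). These tests take genes as independent, and the RBR Oro libraries that set the classes also serve as control. When a single RBR Oro library set the class, another had a median log2 difference of -0.06 to -0.25 in the high class. In the low class the difference was -0.08 to 0.06. With 0.5 added to each FPKM, a gene with an RBR Oro mean below 0.5 cannot be called lower. Part of the direction can therefore follow from the method, and how much was not tested for the called genes.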

To substantiate this hypothesis, we compared the gene expression fold-change distributions of all of the pairwise comparisons for each group, with the expected distribution exhibited by RBR Oro (Supplementary Figure S3 and Figure 4B). As expected, the highly and moderately expressed genes (except in C7, Wilcoxon signed-rank test, *p* = 0.88) were generally biased toward the reduced expression in MAALs (all *p* < 0.05). However, the low expression level genes showed increased expression in all MAALs (Figure 4A). This result agreed with the observation that highly expressed genes contributed substantially to the downregulated and lowly expressed genes, mainly associated with upregulation in a pair of monozygotic twins, discordant for trisomy 21 (Letourneau et al., 2014), suggesting that there might be a common feature in transcriptional pattern responses to aneuploidy.

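Over all high-expression genes, whether called or not, the median log2 difference from RBR Oro was below 0 in every MAAL. It was -0.40 in C3 over the paper's libraries and over all 3, -0.21 in C8 over the paper's libraries and -0.29 over all 3, -0.44 in C4, -0.39 in C5, -0.31 in C1 and -0.24 to -0.26 in C2, C6, C7 and C9. The SD between the libraries of a line was 0.02 to 0.13. The median of the medium class was 0.20 ± 0.06 (SD, n = 3 libraries) in C1, 0.11 ± 0.03 in C2 and 0.06 ± 0.07 in C7. It was -0.22 ± 0.28 in C3, where replicate 1 had -0.53 and the paper's libraries gave -0.06, and -0.08 ± 0.20 in C8, where replicate 3 had 0.15 and the paper's libraries gave -0.17. It was -0.03 to -0.10 in C4, C5, C6 and C9. Wilcoxon signed-rank tests over genes gave adjusted p = 1.2e-43 in C1 and 2.6e-54 in C9 for the high class, but they take genes as independent. The mean of the high class over the 9 lines was -0.31, but -0.18 when the mean over all libraries set the class, and 1 RBR Oro library against another that set the class gave -0.16. The medium class was below 0 in 6 lines, with a mean of -0.02. After rescaling by the median ratio it was below 0 in all 9, with -0.08, but in only 3 when RBR replicate 2 (0.03), RBR replicate 3 (0.02) or the mean over all libraries (0.05) set the class.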

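The median log2 difference of the low-expression genes was 0.23 ± 0.07 (SD, n = 3 libraries) in C2, 0.22 ± 0.04 in C1, 0.19 ± 0.04 in C7, 0.12 ± 0.12 in C5, 0.05 ± 0.11 in C4 and 0.04 in C6 and C9. In C3 it was 0.08 over the paper's libraries and -0.04 over all 3, with -0.31 in replicate 1. In C8 it was -0.03 over the paper's libraries and 0.05 over all 3, with 0.17 in replicate 3. The spread between libraries was as large as the shift in C3, C4, C5, C6, C8 and C9. After rescaling by the median ratio the median was between 0.01 in C1 and 0.09 in C7.

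**Figure D3:**
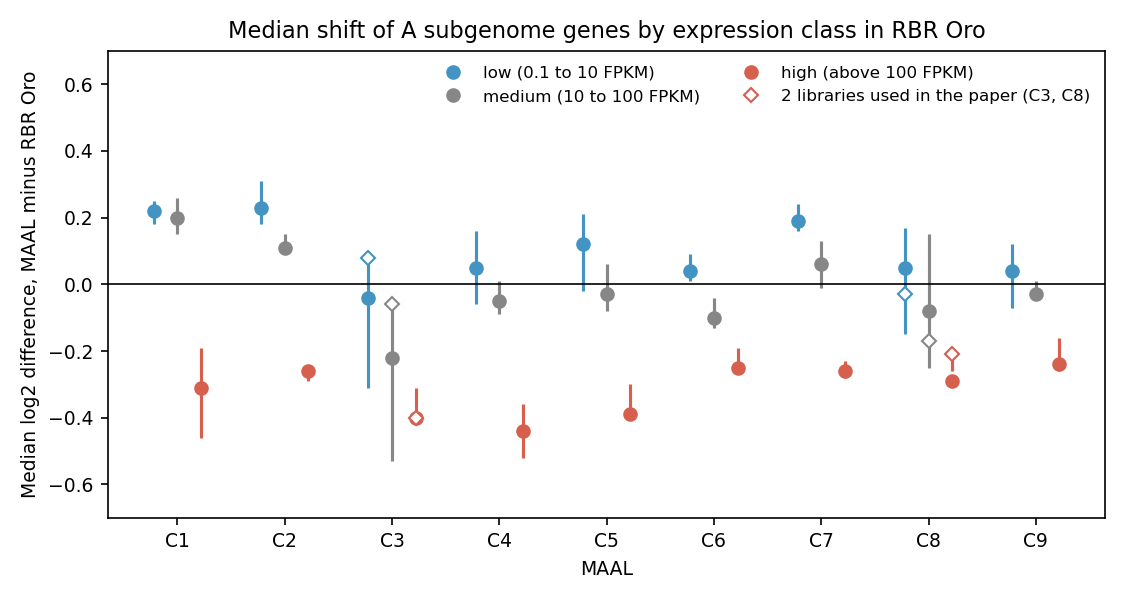
Median log2 difference from RBR Oro over the A subgenome genes of the low, medium and high class in each MAAL. Filled points use the mean of the 3 libraries, vertical lines span the medians of the single libraries, and open diamonds use the paper's 2 libraries of C3 and C8. The high class lies below 0 in all 9 lines, from -0.44 in C4 to -0.24 in C9.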

### No Obvious Dysregulation Domains in MAALs

Gene expression dysregulation domains (GEDDs), wherein dysregulated genes were clustered as domains on chromosomes, were reported in human trisomy 21 (Letourneau et al., 2014) and a nullisomics in *B. napus* (Zhu et al., 2015). In the present study, we smoothed the distribution of gene expression fold changes (log2 ratios) along each normal chromosome for each MAAL, using the Lowess function of R to identify potential GEDDs. Unexpectedly, only three dysregulated regions on different chromosomes were observed in different comparisons (Figure 5), indicating that these GEDDs might not be a common feature for aneuploidy. Furthermore, we couldn’t exclude the possibility that these three dysregulation domains resulted from macroscopic structural variants at the corresponding chromosomes.

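On A1, MAAL C5 was lower than RBR Oro from 444952 to 9444084, where 1159 tested genes had a mean log2 difference of -0.52 relative to the median of all tested A subgenome genes. On A10, C4 was lower from 14087599 to 17395708, where 544 genes had a mean of -0.47. On A2, C6 was higher from 18254343 to 22047590, where 293 genes had a mean of 0.41. In each of these 3 regions, the strongest window of 100 genes exceeded all 1000 permutations of the gene order (familywise p = 0.001, the smallest they can give). By the same test, 94 regions passed in the 9 lines, 14 each in C4 and C9, 12 in C7, 11 in C6, 10 in C8, 9 each in C1 and C2, 8 in C3 and 7 in C5. Among them, A3 from 5821 to 3946555 was higher in C3 (607 genes, 0.51), A9 from 881021 to 6553558 was higher in C9 (704 genes, 0.47) and A8 from 16113515 to 18319137 was higher in C4 (400 genes, 0.40). Regions held 7.0% (C1) to 24.6% (C9) of the *trans*-effected DEGs of a line. The share of all tested A subgenome genes in the regions was not computed, so whether DEGs gather in them is not known. The permutation of gene order takes neighbouring genes as independent, and 83 regions passed over the paper's libraries and 61 without RBR replicate 1. All lines were compared with the same RBR Oro libraries, so a region that is off in these can count in several lines.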

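In each of these 3 regions, only some of the libraries of a line had the shift. On A1, C5 replicates 1 and 2 were lower by -0.71 and -0.80 over 1204 and 1195 genes, and replicate 3 was not. In the same C5 libraries, FPKM of genes of C1, which C5 does not carry, lay 2.98 and 2.88 above background on the log2 scale from 954577 to 15190715. Reads of A genes aligned to their C copies cannot be told apart from expression of C genes here. On A10, C4 replicates 2 and 3 were lower by -0.63 and -0.75, and replicate 1 was not. In C4 replicates 2 and 3, genes of the end of C9, from 44795177 to 48498640, lay 3.00 and 2.92 above background. On A2, RBR replicates 1 and 3 were low, by -0.43 and -0.44, and RBR replicate 2 was not. In RBR replicates 1 and 3, genes of the end of C2 lay 2.33 and 2.15 above background. The same A2 region was low in C4 replicate 2 (-0.46), C5 replicate 2 (-0.55) and C9 replicates 1 (-0.52) and 3 (-0.53), where the end of C2 was also raised. In the line means, parts of this region were higher than in RBR Oro in C1, C2, C3, C4, C5, C7 and C8 as well as in C6. Over the 27 libraries without the added C chromosome, the correlation between the C region and the A windows most opposed to it was -0.89 for C1 and A1, -0.95 for C9 and A10 and -0.97 for C2 and A2. These windows were chosen as the lowest correlation after the data were seen, so no p is given.

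**Figure D4:**
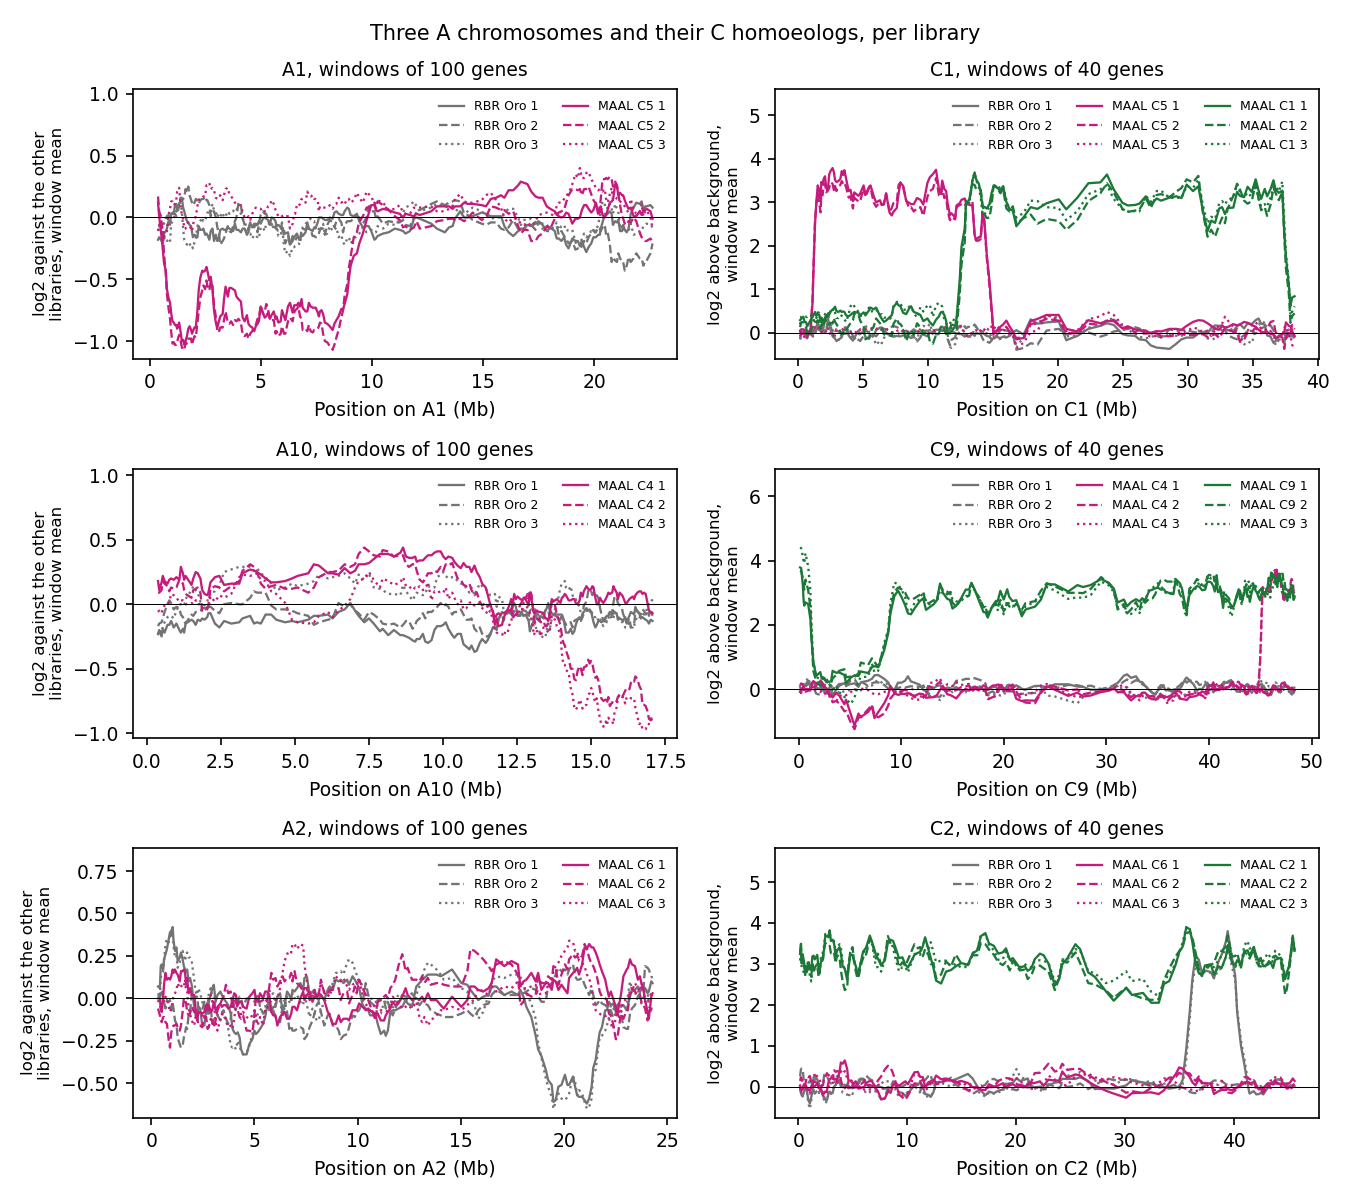
Expression along A1 and C1, A10 and C9, and A2 and C2 (position in Mb) in RBR Oro (grey), in MAAL C5, C4 or C6 (magenta) and in the line that carries the C chromosome (green), with 1 line per library. Left panels show windows of 100 A genes as log2 deviation from the median of all 30 libraries, and right panels show windows of 40 C genes as log2 above the libraries of other lines. C5 replicates 1 and 2 fall on A1 where they rise on C1, and RBR replicates 1 and 3 fall on A2 where they rise on C2.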

**FIGURE 5:**
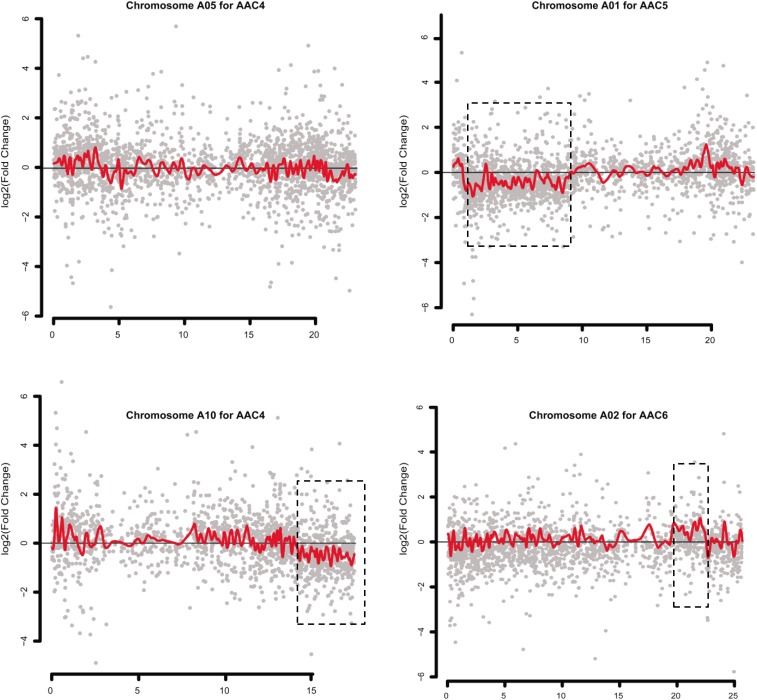
Dysregulated domains of gene expression in different chromosomes in some pairwise comparisons. Log_2_(fold-change) value in the gene expression between one of the MAALs and RBR in the chromosomes is depicted in gray. Red lines denote the smoothed distribution for the differentially expressed genes in these selected chromosomes, as representatives, using the Lowess function of R. Dysregulated domains that are exhibited in dotted boxes are clearly observed in only three chromosomes in three pairwise comparisons (chromosome A1 in C5/RBR, chromosome A10 in C4/RBR and chromosome A02 in C6/RBR). The *y* axis represents the log_2_(fold change) value of FPKM between the MAALs and euploid RBR. The *x* axis represents the sorted positions of genes on these chromosomes.

## Discussion

The advent of high-throughput sequencing technologies has facilitated the analysis of genome-wide gene expressions involving aneuploids. Recently, numerous studies demonstrated that dysregulated genes in aneuploidy are not only restricted to altered chromosome but also disomic chromosomes (Huettel et al., 2008; Makarevitch and Harris, 2010; Letourneau et al., 2014; Zhu et al., 2015, 2018; Zhang et al., 2017), suggesting that this dysregulation in gene expression may be a collective transcriptional response to aneuploidy (Sheltzer et al., 2012). Phenotypic consequences in aneuploidy might result from *cis*-effects or *trans*-effects or global alterations of the entire regulatory system (Prestel et al., 2010). This theory of genome imbalance involves disruptions in the dosage-sensitive gene products (Birchler et al., 2001; Henry et al., 2006). It is therefore essential to detect whether changes in transcriptional expression are in direct proportion to alterations in the DNA copy number, or whether dosage compensation minimizes the effects of aneuploidy. Our results clearly showed that when compared to parental RBR, all of the MAALs exhibited prevalent *trans*-effect gene expression. However, no strong correlations were observed between *trans*-effects and levels of the chromosome genes number or the expressed gene number. Intriguingly, the MAALs harboring chromosome C1 or C2, showed a significantly higher number of *trans*-effect dysregulated genes (Table 2) and also provided the closest transcriptional responses based on gene expression divergence (Figure 1A). From the extensive homoeology between chromosome pairs (A1/C1 and A2/C2) (Chalhoub et al., 2014), we proposed that the levels of transcriptional responses to aneuploidy were associated with the similarity of the gene content between the remainder of the genome and the altered chromosome(s), rather than with the extent (gene number) of gene alterations. Another intriguing observation was that significantly different levels of gene expressions were observed in the recipient A subgenome, in response to different extra chromosomes of the C subgenome, wherein a higher number of dysregulated genes were observed in more similar chromosomes, such as A1 and A2, than those of other chromosomes.

A landmark study on gene expression from aneuploidy cells in diverse organisms demonstrated that aneuploids of various chromosomes and in different organisms, impacted similar cellular pathways and resulted in stereotypical anti-proliferative responses (Sheltzer et al., 2012). Although different pairwise comparisons between MAALs revealed no significant overlap of individual dysregulated genes in the A subgenome and only 10 co-regulated genes were detected, their functions were clearly involved in either negative proliferation or enhanced stress. GO analysis of co-regulated DEGs, which were identified in more than one comparison, also suggested that similar cellular pathways were related to changes in transcription profiles due to *trans*-effects.

In our study it was observed that highly expressed genes, on disomic chromosomes of the A subgenome, were more prone to transcriptional perturbation in all pairwise comparisons. Furthermore, the set of highly expressed genes seemed to be downregulated in response to aneuploidy. Inversely the set of naturally lowly expressed genes was likely upregulated. A similar phenomenon has been observed in one *B. napus* nullisomics, that lost the chromosome C2 (Zhu et al., 2015) as well as in monozygotic twins discordant for trisomy 21 (Letourneau et al., 2014). Interestingly, in these monozygotic twins, either upregulated or downregulated genes, between the twins, were clustered in the domains along all of the chromosomes (GEDDs), in which the highly expressed genes were mainly distributed in downregulated domains while lowly expressed genes were distributed in upregulated domains (Letourneau et al., 2014).

It was speculated that these dysregulation domains were associated with some phenotypic features of trisomy 21 (Letourneau et al., 2014; Pope and Gilbert, 2014), or that they could be the result of extra chromosomal material (Letourneau et al., 2014). Similar dysregulation domains observed in nullisomic *B. napus* likely supported the latter hypothesis (Zhu et al., 2015), although a transcriptome analysis of trisomy 5 in *Arabidopsis thaliana* (Huettel et al., 2008) and a series aneuploidy in hexaploid wheat (Zhang et al., 2017) did not detect these domains. These results, however, were derived from aneuploid organisms involving only one or a few chromosomes. Among our nine MAALs, only three dysregulated regions on different chromosomes were observed in three comparisons, indicating that the dysregulation domains were likely specific to particular aneuploid organisms.

Altogether, transcriptomic analysis of MAALs provided a comprehensive insight into transcriptional aneuploidy response patterns and allowed a deeper understanding of the functional interplay between the intact A subgenome and the extra C subgenome chromosomes in the natural allopolyploid *B. napus*.

## Author Contributions

ZB designed this study and wrote the manuscript. PQ analyzed the RNA-Seq data. ZP, CB, and HD phenotyped and identified parental RBR “Oro” and MAALs. GX provided the analysis of FISH for all materials. LZ edited the manuscript. All authors have commented and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

2 http://www.usadellab.org/cms/index.php?page=trimmomatic

3 http://www.genoscope.cns.fr/brassicanapus/

4 http://www.ccb.jhu.edu/software/hisat/

5 http://cufflinks.cbcb.umd.edu/

6 https://www.r-project.org/

7 https://www.blast2go.com/

8 https://academic.oup.com/bioinformatics/article/21/18/3674/202517

9 http://agbase.arizona.edu/cgi-bin/tools/GOanna.cgi

10 http://brassicadb.org/brad/index.php

## Supplementary Material

FIGURE S1 Identification of target plants in progeny populations of MAALs. **(A)** FISH using a C genome-specific probe demonstrates the target plant with the chromosome complement of 20A+1C. Blue indicates the DAPI counterstaining of chromosomes, and the red signal indicates the labeled BAC BoB014O06 probe specifically for the C genome chromosome (Bar, 10 mm). **(B)** PCR amplification of four chromosome-specific gene primers for the two arms of chromosome C1 to screen the backcrossing population of MAAL C1. The results show that these target plants harbor an integrated chromosome C1.

FIGURE S2 Venn diagram of *trans*-effect DEGs in all pairwise comparisons. Due to the ambiguity of all nine pairwise comparisons in one picture, we divide the nine comparisons into three groups based on the results of a hierarchical analysis of gene expression divergence.

FIGURE S3 Frequency distribution of log_2_(fold change) values in all MAALs. High-expression level genes are more prone to be downregulated while the opposite is true for low-expression level genes in all pairwise comparisons (Wilcoxon test, *q* < 0.05). The *x* axis represents the log_2_(fold change) value in gene expression between the MAALs and euploid RBR in the three gene groups, and the *y* axis represents the frequency distribution of log_2_(fold-change).

TABLE S1 Summary of clean reads of MAALs and RBR Oro aligned to the reference genome (*B. napus*).

TABLE S2 Uneven distribution of DEGs of *trans*-effects across all chromosomes in each of the comparisons between RBR and the serial MAALs.

TABLE S3 Pairwise Pearson correlation coefficient (PCC) values of transcriptomic differences among all genes in the A subgenome between any two of the nine MAALs and RBR (The FPKM values of all 44,452 genes in the A genome per sample is used as the dataset, then the PPC values of these datasets are calculated using the correlation function of the R-project).

TABLE S4 The distribution of dysregulated genes in different gene expression levels.

## Abbreviations

DEGs: differentially expressed genes
FISH: fluorescence *in situ* hybridization
GEDDs: gene expression dysregulation domains
MAAL: monosomic alien addition line
RBR: restituted *B. rapa*

How the deposited data were processed for this re-analysis (not part of the article)

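RNA from leaves of RBR Oro and of the 9 MAALs C1 to C9 had been sequenced by the authors in 3 libraries per line, 30 in all. For each library the authors deposited 1 table with a value for each of the 101040 genes of the *B. napus* reference. The value is the FPKM from Cufflinks 2.2.1, in which the authors had divided the fragments of a gene by its length and by the mapped total of the library. The paper names trimming with Trimmomatic 0.33, alignment with HISAT 0.1.6 with 1 mismatch allowed, and the use of uniquely mapped reads, and these steps are already in the files. The tables also hold the lower and upper bounds that Cufflinks gave the deposited FPKM, in the same unit. Counts were not used here. The deposited FPKM were not scaled between libraries beyond the mapped total, so that a few abundant genes can move all others.

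Each library and line was taken from its label. The labels describe 2 biological replicates of 3 pooled plants and the paper 3 replicates of 2 pooled plants, and the 3 libraries of a line were treated as independent replicates. The methods leave out 1 library of C3 and 1 of C8 without naming it. The rule for finding it from the correlations in the methods matched no library, so the main values use all 30 libraries. The correlations in Supplementary Table S3 were then found to be those of the 28 libraries without C3 replicate 1 and C8 replicate 3, and values over these are given beside the main ones.

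The number of fragments behind an FPKM was derived from the width of its interval, taken as 2 standard deviations of a Poisson count on either side. The derived totals were 2.63 to 5.95 Mfragments (mega, as in Mb) per library, with a median of 3.77. An FPKM of 0.5 then rests on a median of 3.0 fragments, and the low-expression class is measured with counting error that the test cannot separate from other variation.

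Tests between lines used R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) and data.table 1.17.8, on log2(FPKM + 0.5), with the 10 lines in 1 fit that shares the spread of each gene. For each MAAL, genes of the A subgenome and of the added chromosome with a mean FPKM above 0.1 over the 2 lines were tested, and p was adjusted over them by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 and an absolute log2 difference of at least 1. The paper's own test, DESeq2, needs counts and was not used here. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Shares of higher and lower genes were compared by exact binomial tests, chromosomes and expression classes by chi-square tests, relations across the 9 MAALs by 100000 permutations, and medians of libraries by exact permutation tests. Expression classes were set by the mean FPKM of the RBR Oro libraries at 0.1, 10 and 100. Domains were windows of 100 consecutive tested genes whose mean log2 difference, less the median of the line, exceeded the 95% point of the largest window in 1000 permutations of the gene order. Windows that share genes were joined. Shared calls were compared with 20 simulated sets of unchanged groups.

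The calling of genes was tested on simulated data made from the libraries of RBR Oro and C8, with 200 of 28244 genes changed. Of 100 genes changed 4-fold, 49 were called with the right direction and a median log2 difference of 1.96, and of 100 changed 2-fold, 8 were called with 1.07. The first limit set for this test, more than 50 of the 4-fold genes, was not reached, and the limit was replaced by one on the median, the direction and false calls, of which there were 3. A planted region of 150 genes with a log2 difference of 0.8 was found by the domain test.

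Expression of C genes outside the added chromosome was followed in windows of 40 genes with an FPKM above 2.0 in some library. The background of a gene was its median over the 27 libraries without that added chromosome. A window was raised at a mean log2 difference above 1.0 from it, and a gap of an added chromosome lay below 0.5. These limits, and the correlation of -0.5 that tied a C region to an A region, were chosen after looking at the data. The list of homoeologous chromosomes came from general knowledge of *Brassica* genomes and was written after a first look had shown most of the pairs. The alternative without the tied A regions first left out a wider set of regions and was narrowed, once its size was seen, to 5048 genes.

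The alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter or a filter at a mean FPKM of 1, rescaling of libraries by the median ratio of A subgenome genes, quantile normalization of A subgenome genes, a fit of only the 2 lines compared, the replicate number as a block, robust eBayes, no fold threshold, other measures and linkages for correlations, other windows, other ways to set the classes, and each library left out in turn. Added after seeing the data were the 28 libraries of Supplementary Table S3, p adjusted over A subgenome genes alone, limma voom on the derived fragments, the set without tied A regions and each MAAL as the reference in place of RBR Oro.

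The genes named are the 13 that the paper names and, because no table pairs the identifiers with gene names, at most 2 further genes that rose and 2 that fell, those with the largest mean difference among genes called in the most lines. Gene lists for pathways and cell types were not tested for the same reason, and the GO results of the paper were not analysed here. Genes on C chromosomes other than the added one were left out of all tests between lines, as were genes not assigned to a subgenome.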

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

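The tests on C genes outside the added chromosome and the use of each MAAL as the reference, with p adjusted over A subgenome genes alone, were chosen after the results were seen, and those on expression classes, on simulated unchanged groups and on other splits of the libraries were set before.

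Genes of C chromosomes that a line does not carry had raised FPKM in single libraries, above the level in the other lines. These are data that the paper left out as noise of homologous genes. Genes of C1 had mean log2 values above background of 2.76 from 1352 to 1584956 in C4 replicate 2, 2.71 from 1352 to 1596710 in C4 replicate 3, 2.98 from 954577 to 15190715 in C5 replicate 1 and 2.88 from 954577 to 15101383 in C5 replicate 2. In C9, the same end of C1 had 2.80 in replicate 1 and 2.74 in replicate 2. Genes of C2 between 35251038 and 41467623 had 2.33 in RBR replicate 1, 2.15 in RBR replicate 3, 2.16 in C4 replicate 2, 2.12 in C5 replicate 2, 2.16 in C9 replicate 1 and 2.09 in C9 replicate 3. Genes of C6 from 23921760 to 26559718 had 1.77 in C9 replicate 3. Genes of C8 from 34218278 to 38473718 had 2.78 in C4 replicate 1 and, from 34241038, 2.63 in C4 replicate 3. Genes of C9 from 929 to 1771809 had 2.16 in C3 replicate 1 and 2.44 in C3 replicate 3. Genes of C9 from 44795177 to 48498640 had 3.00 in C4 replicate 2 and, from 44807774, 2.92 in C4 replicate 3.

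For 6 of 9 regions the A windows with the lowest correlation, which were picked for it, lay on a homoeologous chromosome, with r of -0.65 to -0.97 over the 27 libraries of the other lines. Reads that move from A genes to their C copies in some libraries would also lower A as C rises, so this explanation cannot be told apart. RNA of MAAL C1 in the pooled leaves would not exceed C1 itself, and each library with the C1 region lay above the mean of C1 by at least 2.08. RNA of another line would bring a whole C chromosome, and at most 19.4% of the windows of C2, C6, C8 or C9 were raised in a library, but this limit and the test against MAAL C1 replaced, after the values were seen, a first limit of fewer raised windows than unraised ones, which C5 replicate 1 exceeded with 53.6% and C5 replicate 2 with 53.4% of the C1 windows. An exchange between homoeologous chromosomes in some of the plants remains a candidate explanation for these 6 regions. On average 17.2% of A windows would be homoeologous by chance, but the list of homoeologous chromosomes was written after most pairs had been seen. The comparison with this rate is therefore not independent support. For the other 3 regions, on C3 and C5, the lowest window was not homoeologous. A alleles that resemble the C reference were not tested, and neither was a change of DNA.

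High-expression genes were lower in all 9 MAALs and low-expression genes higher in 8, with -0.04 in C3. Over the paper's libraries the low class had -0.03 in C8. The mean difference between the medians of these classes was -0.41 over all 30 libraries. Regression to the mean would remove most of it when 1 RBR Oro library sets the class and the others serve as control, and -0.36 remained, or -0.25 when the mean over all libraries set the class, where 1 RBR Oro library against another that set the class gave -0.15. Differences between libraries unrelated to the line are argued against by the 3 RBR Oro libraries, whose contrasts of 0.31 to 0.40 stood above most of the other 27 with classes set by the mean over all 30 libraries (exact permutation test, two-sided, p = 0.00049 over 4060 groupings). A scaling set by a few abundant genes cannot be told apart from a rise of the low class, because its mean median was 0.05 after rescaling by the median ratio, which is the limit itself, while the high class stayed at -0.38. The response to the added chromosome that the paper proposes stays open beside it, as does any other difference between RBR Oro and the MAALs as plants.

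The 135 A subgenome genes called in more than 4 comparisons stand against at most 10 in 20 simulated sets of unchanged groups. These sets had 829.4 calls in all on average and the data 7377, so the bound set beforehand, a count above each simulated one, was wrong, and chance values of the shared RBR Oro libraries cannot be told apart from sharing between lines. The count is not special to RBR Oro as the reference, since each of the 9 MAALs as the reference gave more genes than RBR Oro when p was adjusted over A subgenome genes alone, from 39 with C8 to 474 with C1 against 25 with RBR Oro. As many genes as with RBR Oro were thus reached by 9 of 9 MAALs as the reference. However, a gene changed only in the MAAL used as reference can be called against all other groups. The swap of references therefore cannot tell where the genes shared against RBR Oro come from. A response common to all MAALs was not tested apart from such counts.

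The 3 libraries of a MAAL and the 3 of RBR Oro make 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, gave the most calls. Beside the real *trans*-effected counts, the highest other split called 5 genes in C1 (real 2228), 12 in C2 (821), 12 in C3 (515), 70 in C4 (1231), 111 in C5 (705), 10 in C6 (506), 10 in C7 (542), 5 in C8 (414) and 8 in C9 (415). For *cis*-effected genes it was 1 in C1 (756), 3 in C2 (1471), 3 in C3 (2552), 194 in C4 (1968), 385 in C5 (2122), 1 in C6 (1600), 4 in C7 (2077), 4 in C8 (1876) and 3 in C9 (1572).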

How the results depend on the processing

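The 28 libraries of Supplementary Table S3, p adjusted over A subgenome genes alone, limma voom on derived fragments and the set without tied A regions were chosen after seeing the data. All 30 libraries are the main setting, so this choice has no value of its own. Counts of *cis*-effected genes stayed within 1.5 times their main value under each alternative that tested them except the fit of 2 lines, as did the number of domains, at 68 to 90 with other windows, filters, pseudocounts and summaries. C1 had the most *trans*-effected genes under each alternative that left out no library of C1 or RBR Oro. The planned quantile normalization covers A subgenome genes only, so that p is adjusted over fewer genes, which by itself lowers the counts as the next setting shows. For each value below, the cause was not tested unless stated.

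With quantile normalization, *trans*-effected genes numbered 1229, 230, 118, 543, 198, 192, 96, 57 and 100 in C1 to C9. No flowering-time gene was called in C6 (0), 1901 genes were called in exactly 1 comparison, 342 in at least 2, 20 in more than 4 and 3 in all 9, and the classes had 0.74%, 1.12% and 2.56% called from low to high. With p adjusted over A subgenome genes alone, where the genes of the added chromosome no longer ease the adjustment, the counts were 313, 120, 548, 177, 180, 130, 52 and 106 in C2 to C9. No flowering-time gene was called in C6 (0), 397 genes were called in at least 2 comparisons, 25 in more than 4 and 3 in all 9, and the classes had 1.05%, 1.21% and 3.15%. With a fit of only the 2 lines compared, which has fewer libraries to estimate the spread, DEGs numbered 1977 in C4, 1619 in C5 and 1403 in C8. *Trans*-effected genes then numbered 249 in C3, 638 in C4, 298 in C5, 815 in C7, 190 in C8 and 275 in C9, *cis*-effected genes 1321 in C5 and 1213 in C8, and 57 genes were called in more than 4 comparisons and 1 in all 9. Over the 28 libraries, *trans*-effected genes were 1026 in C3 and 820 in C8, 2169 genes were called in at least 2 comparisons, 217 in more than 4 and 8 in all 9, and 4.04% of the medium and 8.64% of the high class were called. The genes called in all 9 comparisons were 3 with a mean FPKM above 1, 2 with a pseudocount of 1 and 2 with voom.

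After rescaling by the median ratio, the median A subgenome expression of C1 minus RBR Oro turned to -0.0, that of C2 fell to 0.01, since this rescaling removes such shifts by construction, and the shift of the high class was -0.38. The mean shift of the medium class turned positive when RBR library 2 or 3 set the class (0.03 and 0.02) and when all libraries set it (0.05). The high class then had -0.23 with RBR library 3 and -0.18 with all libraries. The correlation of C1 and C2 with RBR Oro was 0.945 and 0.961 on the log2 scale and 0.94 and 0.95 by Spearman's rho, which weight abundant genes less. By Spearman's rho and with average linkage, 1 line (C1) stood outside the others. The replicate number does not pair the libraries, since libraries of different lines with the same number had a mean correlation of -0.011 and those with different numbers 0.005. With it as a block, *trans*-effected genes were 2083, 773, 489, 1158, 680, 482, 516, 390 and 396 in C1 to C9.

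Leaving out 1 library at a time, DEGs ranged over 1855 to 2905 in C1, 1969 to 2438 in C2, 2834 to 3437 in C3, 2704 to 3318 in C4, 2443 to 3375 in C5, 1944 to 2218 in C6, 2379 to 2643 in C7, 2021 to 2717 in C8 and 1834 to 2113 in C9. *Trans*-effected genes ranged over 1140 to 2165 in C1, 528 to 941 in C2, 390 to 837 in C3, 831 to 1302 in C4, 537 to 1170 in C5, 405 to 655 in C6, 341 to 599 in C7, 308 to 732 in C8 and 326 to 529 in C9. *Cis*-effected genes ranged over 715 to 763, 1416 to 1497, 2444 to 2600, 1863 to 2016, 1906 to 2205, 1539 to 1587, 2022 to 2058, 1693 to 1985 and 1495 to 1584 in C1 to C9. Genes called in exactly 1 comparison ranged over 2363 to 4219, in at least 2 over 826 to 1725, in more than 4 over 104 to 248 and in all 9 over 4 to 39. The classes had 1.89% to 3.07%, 1.5% to 3.19% and 3.19% to 6.53% called, and mean shifts of 0.07 to 0.11, -0.04 to 0.0 and -0.38 to -0.31. Domains ranged over 61 to 100, flowering-time genes called in C6 over 0 to 1, and lines outside at the last join over 2 to 3. The correlation with RBR Oro was 0.548 to 0.611 for C1 and 0.666 to 0.712 for C2, that with gene number -0.31 to -0.16 and that with expressed genes -0.56 to -0.36. With 1 library left out, all 9 lines stayed uneven over the A chromosomes (9 to 9), but 8 were uneven with quantile normalization, with the fit of 2 lines and with p adjusted over A subgenome genes alone, where C8 was not (adjusted p = 0.14).

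The libraries behind the largest moves were RBR replicate 1 (C1 1875 DEGs and 1152 *trans*-effected genes, 2363 genes in exactly 1 comparison, 826 in at least 2, 25 in all 9, 1.5% of the medium and 3.19% of the high class, 61 domains), RBR replicate 2 (248 genes in more than 4 comparisons, 39 in all 9, high class -0.38) and RBR replicate 3 (1380 *trans*-effected genes in C1, 24 in all 9, r of C2 0.666). They were also C1 replicate 1 (1340), C1 replicate 3 (1855 DEGs, 1140 *trans*-effected), C2 replicate 3 (528), C3 replicate 1 (837, and 10 genes in all 9), C5 replicate 3 (1170), C7 replicate 3 (341) and C8 replicate 3 (732). No flowering-time gene was called in C6 (0) without RBR replicate 1 or 2 or C6 replicate 1 or 3. Where 1 library is left out of 3, the remaining pair is assumed to vary like the other lines. A gene at 1 FPKM rests on a median of 5.0 fragments. In the simulated data, without changes on the added chromosome, 49 of 100 genes changed 4-fold and 8 of 100 changed 2-fold were called. Smaller changes were thus mostly missed there.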

Differences from the paper's values

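The 28 libraries of Supplementary Table S3 and limma voom on derived fragments were chosen after seeing the values, and all other alternatives here were set before the data were examined. Counts are at the paper's thresholds of a 2-fold change and an adjusted p under 0.05. The main values use limma on FPKM that were not rescaled between libraries. The paper names DESeq2 without describing how it scaled the libraries, so the normalization may differ as well as the test. Scaling alone turned the direction in C1, from 67.3% higher in the main values to 44.6% after rescaling by the median ratio. A gap between counts or shares is called closed when the 2 values lie within 1.5 times of each other, which does not make them equal, and where alternatives are named as closing a gap, the other planned ones did not.

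For *trans*-effected genes with lower expression, the paper gives 1877 in C1, 694 in C2, 607 in C7 and 336 in C9, and 729, 158, 91 and 132 were found, with no alternative closing any of these gaps. The paper's 902 in C4 stands against 494, and no fold threshold (612) closed it, as did the 28 libraries chosen after seeing the values (750). The paper's 333 in C6 stands against 163, closed without RBR replicate 2 (251). The paper's 352 in C8 stands against 173, closed without RBR replicate 2 (279), without C8 replicate 3 (393) and over the 28 libraries chosen after seeing the values (456). For higher expression in C3, the paper gives 393 and 244 were found, closed by a pseudocount of 0.1 (278), by rescaling with the median ratio (400), with no fold threshold (283) and without C3 replicate 1 (509).

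For all *trans*-effected genes in C2, the paper gives 1275 and 821 were found, closed with no fold threshold (967), without C2 replicate 2 (941) and, both chosen after seeing the values, over the 28 libraries (1145) and with voom (859). In C6, the paper gives 818 and 506 were found, closed by the median ratio (575), no fold threshold (600), without RBR replicate 2 (655) and over the 28 libraries chosen after seeing the values (589). In C7, the paper gives 1147 and 542 were found, closed by the fit of only the 2 lines (815). In C8, the paper gives 686 and 414 were found, closed with no fold threshold (493), without RBR replicate 2 (517), without C8 replicate 3 (732) and over the 28 libraries chosen after seeing the values (820). In C9, the paper gives 705 and 415 were found, closed with no fold threshold (481), without C9 replicate 1 (529) and over the 28 libraries chosen after seeing the values (521). No list of the paper's called genes beyond Table 3 was used here, so how many of its calls these settings drop is not known.

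For the mean share of a class called, the paper gives 5.29% of medium and 14.04% of high-expression genes, and 2.54% and 5.14% were found. The first gap closed over the 28 libraries chosen after seeing the values (4.04), and no alternative closed the second. The paper gives 10 genes called in all 9 comparisons and 5 were found. Pseudocount 0.1 (7), no fold threshold (7), and leaving out C3 replicate 1 (10) or C4 replicate 2 (7) closed this, as did the 28 libraries chosen after seeing the values (8), which still drop 9 of the 10 genes of Table 3. The paper gives 650 genes in more than 4 comparisons and 135 were found, with no alternative closing it. The paper names 3 dysregulated domains, states no threshold, and 94 passed the permutation test, with no alternative closing it. The 94 were counted line by line against the same RBR Oro libraries. A region that is off in these libraries, such as that on A2, therefore counts in several lines. The 94 include the regions of the paper on A1 in C5, on A10 in C4 and on A2 in C6. The paper's correlation of C3 with RBR Oro is 0.8783 and 0.969 was found. Leaving out C3 replicate 1 gave 0.8783, as did the 28 libraries chosen after seeing the values. Spearman's rho (0.9508) and leaving out RBR replicate 2 (0.9629) or 3 (0.9586) or C3 replicate 3 (0.9598) came within the spread between replicates of the paper's value but stayed nearer to 0.969.

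The paper finds significantly enhanced expression of *trans*-effected genes in C6 only, whereas C1 (67.3%), C2 (80.8%), C4 (59.9%), C7 (83.2%), C8 (58.2%, but 44.4% over the 28 libraries chosen after seeing the values) and C9 (68.2%) also had more higher than lower ones here by the binomial test, as did C6 (67.8%). It finds more lower than higher genes in C1, C2, C5 and C7. Here C2 and C7 went the opposite way, also after rescaling by the median ratio (64.7% and 75.3% higher), C1 had more lower ones only after it (44.6% higher), and C5 had 53.8% higher, or 49.4% after it. It calls C3 even over the A chromosomes, and here its adjusted p was 8.5e-24 over all 3 libraries and 2.6e-12 over the paper's 2, the 28-library set chosen after seeing the values. It lists 10 genes of Table 3 as called in all comparisons, and here BnaA10g14500D was called in 9, BnaA03g06790D in 8 and BnaA10g21850D in 0, while the signs of all 10 were as in the paper in every line. It orders the share of genes called as high, medium and low in all comparisons, which held in 4 lines here and in 5 over the 28 libraries. It finds the medium class lower in all lines but C7, and here it was also above 0 in C1 (0.20) and C2 (0.11), while it was below 0 in all 9 lines after rescaling by the median ratio but in only 3 when RBR replicate 2, RBR replicate 3 or the mean over all libraries set the class. It finds the low class higher in all lines, and here C3 had -0.04, or 0.08 over the 28 libraries, where C8 had -0.03. It reports lower *cis*-effected genes in all lines but C7, and here C4 and C8 also had 0, or 1 in C4 over the 28 libraries chosen after seeing the values. It reports 3 flowering-time genes as changed in C6, of which 1 was called here. It places C9 in a subgroup with RBR Oro, and here C9 stood with C4 (0.113) over all 30 libraries, while it joined RBR Oro and C8 (0.047) over the 28 libraries chosen after seeing the values.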

Other observations

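The regions below were found after the data were seen, and no test of an explanation was run on them.

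Parts of the added chromosomes were expressed near background in single libraries of the line that carries them, and in most cases the homoeologous A region was higher in the same library. In C4 replicate 1, 337 genes of C4 from 711 to 5898870 had a mean log2 value above background of 0.28, and 502 genes of A5 from 7079 to 3792845 were higher than their median over all libraries by 0.65. In C5 replicate 3, 566 genes of C5 from 10219 to 6916423 had 0.22, and 539 genes of A6 from 1632050 to 5556875 were higher by 0.57. In C8 replicate 3, 330 genes of C8 from 33633453 to 37240059 had 0.40, and 480 genes of A9 from 30077190 to 33547232 were higher by 0.54.

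In 3 lines the gap was shared by all 3 libraries. In C1 replicate 2, 816 genes of C1 from 1352 to 12804418 had 0.14. C1 replicates 1 and 3 had 0.41 each over the first part of the chromosome, to 7640545 and 7583505. From 7653316 the gap went on, with 0.36 to 12656611 in replicate 1 and 0.47 to 12734376 in replicate 3. A1 was higher from 1252284 to 8199719 in C1 replicate 1 (939 genes, 0.55) and from 1232617 to 8249938 in replicate 3 (953 genes, 0.57), but in replicate 2 it was lower from 7633040 to 21740600 (1032 genes, -0.58). In C3, the end of C3 from 5611 to 5015188 had 0.12 in replicate 1, and to 4717250 it had 0.43 in replicate 2. A3 was higher there in all 3 libraries, by 0.55 from 1746358 to 3913088 in replicate 1, by 0.46 from 5821 to 3271255 in replicate 2 and by 0.43 from 5821 to 4833562 in replicate 3. In C9, genes of C9 from 959517 had 0.44 to 7846814 in replicate 1 and 0.20 to 8275408 in replicate 3, and from 940288 to 6477788 they had 0.40 in replicate 2. A9 was higher by 0.43 from 989351 to 4083983, by 0.51 from 891855 to 3661784 and by 0.49 from 943201 to 6420451 in replicates 1, 2 and 3.

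The 100 most abundant A subgenome genes took 34.9%, 30.5% and 30.8% of the A subgenome's FPKM in the RBR Oro libraries and 21.2%, 18.8% and 20.5% in those of C1. They took 39.0% in C3 replicate 1 against 23.1% and 24.7% in the other two, and 20.2% in C8 replicate 3 against 29.8% and 35.8%.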
